# Systematic characterization of novel lncRNAs responding to phosphate starvation in *Arabidopsis thaliana*

**DOI:** 10.1186/s12864-016-2929-2

**Published:** 2016-08-18

**Authors:** Jiapei Yuan, Ye Zhang, Jinsong Dong, Yuzhe Sun, Boon L. Lim, Dong Liu, Zhi John Lu

**Keywords:** Long ncRNAs, RNA-Seq, Phosphate starvation, *Arabidopsis thaliana*, Poly(A)+, Poly(A)–

## Abstract

**Background:**

Previously, several long non-coding RNAs (lncRNAs) were characterized as regulators in phosphate (Pi) starvation responses. However, systematic studies of novel lncRNAs involved in the Pi starvation signaling pathways have not been reported.

**Results:**

Here, we used a genome-wide sequencing and bioinformatics approach to identify both poly(A) + and poly(A)– lncRNAs that responded to Pi starvation in *Arabidopsis thaliana*. We sequenced shoot and root transcriptomes of the Arabidopsis seedlings grown under Pi-sufficient and Pi-deficient conditions, and predicted 1212 novel lncRNAs, of which 78 were poly(A)– lncRNAs. By employing strand-specific RNA libraries, we discovered many novel antisense lncRNAs for the first time. We further defined 309 lncRNAs that were differentially expressed between P+ and P– conditions in either shoots or roots. Through Gene Ontology enrichment of the associated protein-coding genes (co-expressed or close on the genome), we found that many lncRNAs were adjacent or co-expressed with the genes involved in several Pi starvation related processes, including cell wall organization and photosynthesis. In total, we identified 104 potential lncRNA targets of PHR1, a key regulator for transcriptional response to Pi starvation. Moreover, we identified 16 candidate lncRNAs as potential targets of miR399, another key regulator of plant Pi homeostasis.

**Conclusions:**

Altogether, our data provide a rich resource of candidate lncRNAs involved in the Pi starvation regulatory network.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2929-2) contains supplementary material, which is available to authorized users.

## Backgrounds

Plants possess an elaborate physiological system to respond to external stimuli and stress conditions [1], including phosphorus (P) deficiency. As one of the major mineral macronutrients, P is essential for plant growth and development. It is an important structural element for many macromolecules and participates in many cellular activities, including energy transfer, photosynthesis (PS), carbon assimilation, and activity regulation of many critical enzymes [2]. Despite its outstanding effect on plant growth and crop productivity, inorganic phosphate (Pi), the predominant absorbable form of P for plant roots, is often insoluble and not utilizable for plant acquisition in most soils [3–6]. To cope with Pi deprivation, enhance Pi availability and maintain Pi homeostasis, plants have evolved a variety of adaptive strategies [7]. These strategies include remobilization and redistribution of internal P and enhanced assimilation of Pi from the environment [8–11]. Although these responses have been well characterized in many plant species, the underlying molecular mechanisms that regulate these responses remain largely unknown.

With the development of many genetic resources, several important transcription factors (TFs) have been identified during recent decades, including members of the MYB (PHR1 and MYB62), WRKY (WRKY75 and WRKY6), ZAT (ZAT6) and bHLH (bHLH32 and OsPTF1) families [12–18]. Among these TFs, PHR1 and its most closely related genes, PHL1 (PHR1-like 1) and PHL2, are central integrators in transcriptional regulation of Pi starvation responses [19, 20]. Genome-wide characterization demonstrated that the promoter regions of many Pi starvation responsive genes contain the P1BS element, which can be recognized and bound by PHR1, PHL1, and PHL2 [19–21]. On the other hand, at the post-transcriptional level, miRNA399 has been identified as a key regulator of Pi homeostasis in post-transcriptional regulation [22]. The expression of miR399 is highly induced in both shoots and roots by a decrease in external Pi levels [23, 24]. MiR399 cleaves *PHO2* mRNA, which encodes an ubiquitin E2 conjugase (UBC24). PHO2 has been demonstrated to regulate Pi uptake in roots and Pi translocation from roots to shoots by mediating protein degradation of high-affinity Pi transporters and PHOSPHATE1 (PHO1) [25, 26]. Two Pi starvation-induced long non-coding RNAs, *IPS1* and *AT4*, further modulate the activity of miRNA399, through a mechanism called ‘target mimicry’ [27]. *IPS1*–miR399 matching would therefore lead to the inhibition of miR399-mediated cleavage of *PHO2* transcripts, thus influencing downstream Pi uptake and translocation [27]. Additionally, in rice, a *cis*-nature antisense transcript of *OsPHO1;2* (*cis*-NAT_PHO1;2_) was shown to act as a translational enhancer of *OsPHO1;2* [28]. Some other plant long non-coding RNA (lncRNA) candidates were also reported as potent regulators mediating gene expression and protein recruitment during stress responses [29–31]. For instance, two well-investigated lncRNAs, COOLAIR [32] and COLDAIR [33], were found to be involved in repression of *FLC*, a key suppressor of vernalization-controlled flowering in Arabidopsis. COOLAIR and COLDAIR are antisense and sense to the *FLC* transcript on the genome, respectively. The crucial functions of the above three lncRNAs demonstrate that antisense and intronic lncRNAs have a great effect on the regulation of cognate gene expression [34]. It is still unclear, however, whether the Arabidopsis genome contains other lncRNAs that participate in the adaptive response to Pi starvation.

In addition to individual studies of signaling components involved in Pi starvation responses, there have also been systematic studies using high-throughput array and sequencing data [21, 35–40]. For instance, it was suggested that roots and shoots are two independent regulons because of minor overlap between root and shoot transcriptomes [37]. Furthermore, a global characterization, based on a split-root system, classified the root transcripts response to local or systemic signals, respectively [36]. These transcriptomic analyses greatly improved our knowledge of protein-coding genes’ regulatory networks. In addition to protein-coding mRNAs, microRNAs can also function as key regulators of Pi starvation stress signaling [41]. A comprehensive expression profiling of Pi-responsive small RNAs advanced our understanding of the regulation of Pi homeostasis mediated by small RNAs [42]. Although coding genes and miRNAs have been systematically investigated in Pi starvation responses, there has been no genome-wide study to identify and characterize novel lncRNAs participating in the response pathways to Pi starvation of Arabidopsis.

To systematically identify and characterize novel lncRNAs responding to Pi starvation, we developed a sequencing and bioinformatics framework for *Arabidopsis thaliana.* We first sequenced the poly(A) enriched [poly(A)+] and poly(A) depleted [poly(A)–] RNA libraries in the root and shoot tissues of Arabidopsis seedlings, either grown under Pi-sufficient (P+) or Pi-deficient (P–) conditions. We then identified and characterized approximately 1200 novel lncRNAs using a bioinformatics pipeline. These novel lncRNAs, as well as known lncRNAs previously annotated in TAIR10, were grouped into six clusters according to their differential expression levels between root and shoot tissues. Furthermore, 104 and 16 lncRNAs were predicted as potential regulatory targets of PHR1 and miR399, respectively. Overall, our work provides an abundant resource of candidate lncRNAs associated with Pi starvation signaling pathways and enriched the regulatory network of Pi starvation responses in Arabidopsis.

## Results

### Genome-wide identification of novel lncRNAs in Arabidopsis under Pi deficiency

To systematically identify lncRNAs that responded to Pi starvation, we performed strand-specific poly(A) + and poly(A)– RNA sequencing of 10-day-old Arabidopsis seedlings grown under P+ and P– conditions. We chose 10-day-old seedlings with obvious Pi starvation phenotype in order to include the long-term Pi starvation responsive lncRNAs (Additional file 1: Figure S1). Roots and shoots were separately collected from various plant samples with two biological replicates (see Methods). We obtained approximately 400 M pair-end reads, 94 % of which could be mapped to the Arabidopsis genome (TAIR10) (Additional file 2: Table S1). 

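Roots and shoots of 10-day-old Col-0 seedlings from P+ medium (1.25 mM KH2PO4) and from P– medium, where 0.65 mM K2SO4 took its place, were sequenced as a poly(A)+ and a poly(A)– fraction. This gave 8 groups with 2 biological replicates each, 16 libraries in all. The authors' table of sequencing depth counts 425130286 reads, of which 94.0% were mapped. Mapped nuclear reads came to 24.8 to 38.4 M per root poly(A)+ library, 20.4 to 30.2 M per shoot poly(A)+ library, 17.5 to 33.4 M per root poly(A)– library and 5.0 to 7.3 M per shoot poly(A)– library. In the shoot poly(A)– libraries 61.9 to 70.9% of the mapped reads belonged to the chloroplast and mitochondrial genomes. The paper describes every library as strand-specific, whereas the sample labels give an unstranded read setting for replicate 1 of the roots and replicate 2 of the shoots, and a first-strand setting for the other 8 libraries. The authors aligned the reads to TAIR10 with TopHat, assembled transcripts with Cufflinks, and estimated FPKM for each transcript with eXpress. Their deposited FPKM values were used as they stand, with 1 FPKM added before log2. Transcripts with a mean of at least 1 FPKM over the 8 libraries of a fraction entered a limma fit of the 4 groups of that fraction, from which P– was compared with P+ in each tissue and the responses of the tissues with each other. For 19743 protein-coding genes the FPKM of all transcripts of a gene were summed before the fit. lncRNAs classed as poly(A)– were tested in the poly(A)– libraries and all other lncRNAs in the poly(A)+ libraries. The gene lists, thresholds and rules for naming genes were written down before the data were examined, although the supplementary values of the paper had been read by then. The log2 difference between the replicates of a poly(A)+ group had a standard deviation of 0.86 in P+ roots, 0.64 in P– roots, 0.45 in P+ shoots and 0.47 in P– shoots.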

From these short reads, we assembled 22,972 new transcripts (Additional file 1: Figure S2a). Subsequently, 1212 novel lncRNA transcripts were identified using a bioinformatics pipeline (Fig. 1a, Additional file 3, see Methods). In addition to the novel transcripts, 90 % of the protein-coding genes and 83 % of the TAIR10 lncRNAs could be fully assembled with our RNA-Seq data (Fig. 1b). 

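The 1212 assembled lncRNA transcripts came from 1032 loci. They include XLOC_010238, a stretch of 347 bases on chromosome 2 (15160392 to 15160738), and XLOC_008781, which has 12 exons between 4477726 and 4484432 of the same chromosome. Of the 1212, 11 lie on the mitochondrial chromosome, and none of the 11 has an FPKM value. Expression values exist for 1161 transcripts of 996 loci.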

Besides, we compared our defined 1212 novel lncRNAs with lncRNAs collected by PlncDB (see Methods) [43]. We found that many of the antisense lncRNAs have overlapped with natural antisense transcripts (NATs), which were defined by previous studies based on EST and tilling array datasets [44–46] (Additional file 1: Figure S2b-d, Additional file 3).

**Fig. 1:**
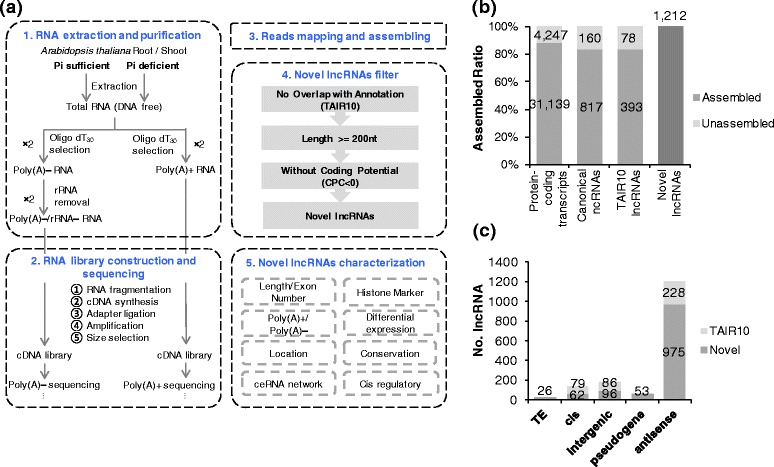
Flowchart of identification of lncRNAs responsive to Pi starvation in Arabidopsis. **a** 1. Plant treatment and poly(A) + and poly(A)– RNA extractions and purifications. 2. Construction of strand-specific cDNA libraries and sequencing. 3. RNA-Seq data mapping and assembly. 4. Novel lncRNAs were obtained after three filter steps, including overlap with annotation, calculation of length, and coding potential. 5. Characterization of novel lncRNAs at different levels, such as transcript length, exon number, polyadenylation, expression, epigenetic signature, and transcriptional and post-transcriptional regulation. **b** Assembled ratio of protein-coding transcripts and lncRNA transcripts. Approximately 90 % of protein-coding transcripts and over 80 % of TAIR10 lncRNAs could be completely assembled based on our RNA-Seq data. **c** Genomic positions of TAIR10 and novel lncRNAs. The majority of TAIR10 and novel lncRNAs were antisense to coding transcripts, and lncRNAs overlapped with TEs or pseudogenes accounted for a small fraction. Other lncRNAs with no overlap with any annotated coding transcripts or lncRNA were defined as intergenic or *cis*-lncRNAs according to the distance between lncRNAs and adjacent genes

We first compared the genomic positions of annotated (TAIR10) and novel lncRNAs (Fig. 1c). 

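Antisense transcripts made up 975 of the 1212 assembled lncRNAs (80.4%, 95% confidence interval 78.1 to 82.6%), and came from 877 loci. Among them are XLOC_016379, opposite the extensin-like cell wall gene AT3G54580, XLOC_019368, opposite the phytosulfokine peptide hormone gene PSK4, and XLOC_010238, opposite CASP1, which encodes a membrane protein of the Casparian strip. A protein-coding gene of the reference annotation lies on the opposite strand of 925 of the 975. The same holds for 1 of the 96 lncRNAs that the authors placed in intergenic regions. Spliced transcripts numbered 454 of the 975 antisense lncRNAs (46.6%). Their introns often carry AT–AC ends: 88 of 606 introns of antisense lncRNAs (14.5%) against 1 of 334 introns of the other assembled lncRNAs (0.3%) and 0.06% of the introns of protein-coding genes. Of these 88 introns, 61 (69.3%, 59.0 to 78.0%) have both ends within 10 bases of an intron of the gene on the other strand, against 13 of 484 introns with GT–AG ends (2.7%). Such a mirrored intron occurs in 87 antisense lncRNAs.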

Because we used a strand-specific RNA library construction protocol, we were able to identify many (975) novel antisense lncRNAs. In addition, 79 and 62 of the TAIR10 and novel lncRNAs were defined as *cis*-lncRNAs, respectively, as they were close to (≤500 nt) protein-coding genes. 

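The 62 assembled cis-lncRNAs (5.1% of 1212, 4.0 to 6.5%) came from 55 loci and had a median length of 785 bases, and 34 of them were spliced. XLOC_030250 on the minus strand of chromosome 5 (10018889 to 10019779) and XLOC_023020 on the minus strand of chromosome 4 (2716278 to 2717423) are single-exon members of this group. XLOC_032181 on chromosome 5 (24961288 to 24961872) belongs to it as well, although 577 of its bases also lie opposite AT5G62160.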

We also found that 4 and 2 % of the novel lncRNAs overlapped with pseudogenes and transposable element (TE)-related genes, respectively. 

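Pseudogenes overlapped 53 assembled lncRNAs (4.4%, 3.4 to 5.7%) from 20 loci, and TE-related genes overlapped 26 (2.1%, 1.5 to 3.1%) from 16 loci. Both groups consist mostly of spliced and long transcripts: 51 of the 53 pseudogene lncRNAs are spliced with a median length of 1713 bases, and 24 of the 26 TE lncRNAs with a median length of 1658 bases.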

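Intergenic regions hold 96 assembled lncRNAs (7.9%, 6.5 to 9.6%) from 72 loci. XLOC_026999 is a single-exon transcript of this group on chromosome 5 (13985063 to 13986339), XLOC_015182 is another on chromosome 3 (10601366 to 10601951), and XLOC_001691 gives rise to 3 transcripts with 3 exons each on chromosome 1. In all, 63 of the 96 (65.6%) are spliced, with a median length of 830 bases.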

The remaining lncRNAs came from intergenic regions, and were not close or antisense to any protein-coding genes.

### Characterization of the TAIR10 and novel lncRNAs

We characterized various aspects of the TAIR10 and novel lncRNAs, including polyadenylation [Poly(A)] (Fig. 2a), exon number (Fig. 2b), expression level (Fig. 2c), and conservation (Fig. 2d), etc. (Additional file 1: Figures S3–S8).

**Fig. 2:**
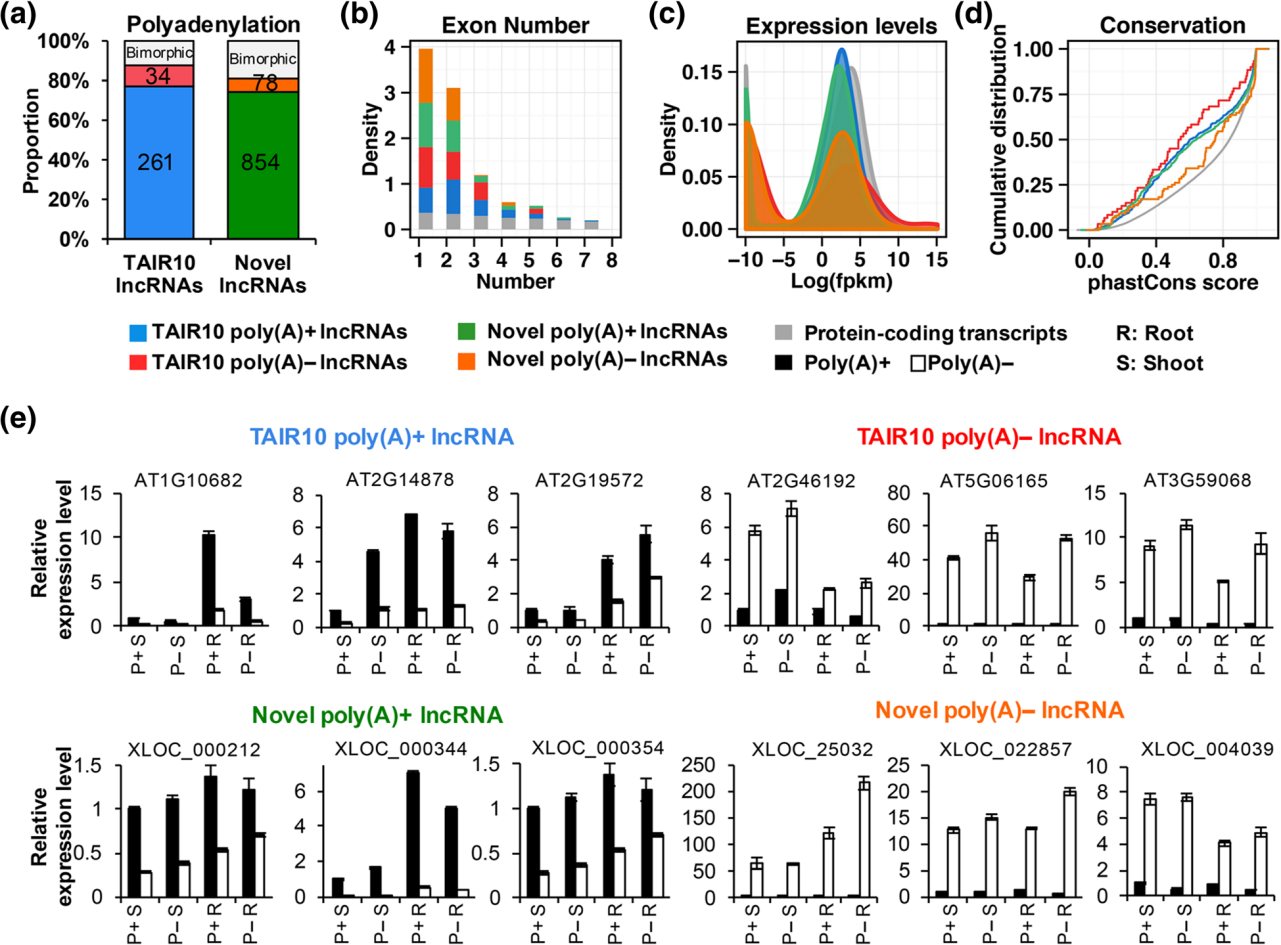
Polyadenylation and characterizations of lncRNAs. **a** Poly(A) + and poly(A)– proportions of TAIR10 and novel lncRNAs. There were 1115 lncRNAs (accounting for over 70 %) classified as poly(A) + lncRNAs, and 112 classified as poly(A)– lncRNAs. **b**–**d** Comparison of poly(A) + and poly(A)– lncRNAs using exon number, expression level, and conservation. The lncRNAs exhibited lower exon number and conservation than protein-coding transcripts. Poly(A)– lncRNAs showed lower expression levels than poly(A) + lncRNAs. **e** Validation of poly(A) + and poly(A)– lncRNAs using qRT-PCR. Poly(A) + lncRNAs were much more abundant in poly(A) + than poly(A)– samples; whereas, poly(A)– lncRNAs were mainly expressed in poly(A)– samples

We first classified all expressed transcripts into poly(A)+, poly(A)– and bimorphic groups according to their relative abundance in poly(A) + and poly(A)– samples from roots or shoots under the same condition (see Methods). The biomorphic transcripts were those not showing distinguishable expression differences between poly(A) + and poly(A)– RNA-Seq data. 

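Under P+ condition poly(A)+ was the largest class of lncRNAs in roots, with 710 of 1599 (44.4%, 42.0 to 46.8%), and in shoots, with 793 of 1599 (49.6%, 47.1 to 52.0%). The class requires a poly(A)+ level at least 2 times the poly(A)– level. Bimorphic lncRNAs numbered 560 in roots and 388 in shoots, and poly(A)– lncRNAs 291 and 306. TAIR10 lncRNAs were poly(A)+ in 47.3% of 440 cases in roots and 53.4% in shoots, and assembled lncRNAs in 43.3% of 1159 cases in roots and 48.1% in shoots. In all, 433 were poly(A)+ in P+ roots and P+ shoots alike, 250 were bimorphic in roots and poly(A)+ in shoots, and 127 poly(A)+ in roots and bimorphic in shoots, and whether this comes from the tissue or from the depth of the libraries was not tested. Under P– condition the poly(A)+ share was 42.4% in roots and 43.5% in shoots. Of the 1599 lncRNAs, 38 in P+ roots and 112 in P+ shoots had 0 FPKM in both fractions, and without them the poly(A)+ shares were 45.5 and 53.3%. Each group mean rests on 2 libraries, and the shoot poly(A)– libraries are the shallowest.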

Over 70 % of the TAIR10 and novel lncRNAs were defined as poly(A) + transcripts (74 % in roots and 75 % in shoots) under P+ condition (Fig. 2a, Additional file 1: Figure S3). Moreover, lncRNAs had lower exon numbers and transcript lengths than protein-coding transcripts (Fig. 2b and Additional file 1: Figure S4, Additional file 2: Table S2). These observations were consistent with previous studies [29, 46], suggesting that alternative splicing events of protein-coding genes were more abundant than lncRNAs [47, 48]. In addition, protein-coding transcripts showed higher expression levels than lncRNAs; and poly(A) + transcripts were usually more abundant than poly(A)– transcripts (Fig. 2c and Additional file 1: Figure S5). 

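Protein-coding transcripts had a median of 4 exons and 1521 bases, TAIR10 lncRNAs of 2 exons and 1155 bases, and assembled lncRNAs of 2 exons and 1129 bases. Coding and TAIR10 transcripts were measured in a later annotation release, where 129 TAIR10 lncRNAs were matched by the only transcript of their locus. The paper gives a median of 1374 bases for coding transcripts. A single exon made up 586 of the 1212 assembled lncRNAs (48.3%) and 142 of 425 TAIR10 lncRNAs (33.4%), against 16.2% of 34616 coding transcripts. The upper quartile was 8 exons for coding transcripts, 3 for TAIR10 lncRNAs and 2 for assembled lncRNAs.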

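In the 8 poly(A)+ libraries the median level of coding transcripts lay between 6.07 and 8.68 FPKM, that of TAIR10 lncRNAs between 3.12 and 3.81 FPKM, and that of assembled lncRNAs between 1.52 and 4.49 FPKM. Coding transcripts stood above lncRNAs in each of these libraries, by a factor of 1.78 to 3.24. Root libraries held the higher levels of assembled lncRNAs and shoot libraries the lower ones. Classes were closer to each other: the median over libraries was 3.06 FPKM for 640 poly(A)+ lncRNAs, 4.32 FPKM for 731 bimorphic lncRNAs, and 4.16 FPKM for 228 poly(A)– lncRNAs, the last measured in poly(A)– libraries. Single libraries had medians of 1.74 to 7.44, 2.28 to 5.47 and 3.12 to 5.24 FPKM for these classes. FPKM of the 2 fractions have different totals behind them, so the last comparison is of levels within each fraction.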

Although the lncRNAs were usually expressed at low levels, their activity was still well supported by different histone markers and DNase signals (Additional file 1: Figure S6). Finally, we showed that lncRNAs were less conserved than protein-coding transcripts (Fig. 2d, Additional file 1: Figures S7 and S8), which were also in agreement with previous lncRNA studies [29, 49].

To test the accuracy of our poly(A) classification, the expression levels of candidate lncRNAs in poly(A) + and poly(A)– RNA samples were validated. We randomly selected eight candidates from each class of poly(A)+, poly(A)– and bimorphic lncRNAs for quantitative real-time PCR (qRT-PCR) validation. The qRT-PCR results confirmed all of the poly(A)+, seven poly(A)– and six biomorphic lncRNAs defined by RNA-Seq data; and 18 of the validated lncRNAs were presented (Fig. 2e and Additional file 1: Figure S9).

### The lncRNAs differentially expressed in Pi-deprived roots and shoots

We calculated the differentially expressed transcripts under P+ and P– conditions, based on the RNA-Seq data (see Methods). 

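AT5G53048.1, a TAIR10 lncRNA on chromosome 5, had the largest rise in P– roots among the transcripts of the lncRNA tables, at 0.415 FPKM under P+ and 73.7 under P– (log2 5.73, SE 0.43, limma adjusted p = 0.00302, n = 2 per group), and it also rose in shoots (log2 3.80, adjusted p = 0.0159). XLOC_030250 (log2 5.55, SE 0.83, limma adjusted p = 0.0345), XLOC_026999 (log2 4.93, SE 0.49, adjusted p = 0.0101) and AT1G21529.1 (log2 4.64, SE 0.47, adjusted p = 0.0104) rose in P– roots as well. At a limma adjusted p of 0.05 the largest falls in roots were those of XLOC_006685 (log2 -4.42, adjusted p = 0.0336), XLOC_008222 (-3.86, 0.0315), XLOC_019368 (-3.55, 0.0326), which is antisense to the peptide hormone gene PSK4, and XLOC_023020 (-3.42, 0.0312). In P– shoots XLOC_010238 (log2 4.64, limma adjusted p = 0.0228), XLOC_006685 (4.55, 0.0259) and the XLOC_016379 transcript TCONS_00030708 (4.33, 0.00696) rose, and XLOC_004890 (-4.51, 0.00766), XLOC_024408 (-3.73, 0.0232), XLOC_008781 (-3.29, 0.041) and XLOC_014681 (-3.07, 0.033) fell. XLOC_006685 moved in opposite ways in the 2 tissues, from 39.3 to 1.18 FPKM in roots and from 2.38 to 83.3 FPKM in shoots (limma interaction -8.97, SE 0.92, adjusted p = 0.0262). At the thresholds of the study, a fold of 2 and an unadjusted p of 0.05, limma called 97 of 370 TAIR10 lncRNAs and 231 of 1074 assembled lncRNAs changed in roots or shoots. With p adjusted over all transcripts of a fraction, 10 TAIR10 and 22 assembled lncRNAs remained. All tests are two-sided and compare 2 libraries with 2, and the size of a change from or to 0 FPKM (XLOC_010238, XLOC_004890) depends on the 1 FPKM added. XLOC_010238 stood higher in roots, at 229 FPKM under P+ and 268 under P–, than in P– shoots, at 24.8 FPKM. Whether root tissue in the P– shoot samples lifts it was not tested.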

In total, we identified 82 TAIR10 lncRNA and 227 novel lncRNA transcripts, which were significantly induced or repressed under Pi starvation condition (Additional file 4). We found some differentially expressed protein-coding transcripts that were consistent with previous studies (Additional file 1: Figure S10) [21, 35, 37, 50, 51]. 

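The markers of Pi starvation responded strongly in both tissues. In P– roots the phosphatase gene PEPC1 (AT1G17710) rose from 0.748 to 749 FPKM (log2 8.83, SE 0.46, limma adjusted p = 8.27e-05, n = 2), the noncoding miR399 mimic IPS1 from 2.65 to 1157 FPKM (8.38, SE 0.37, 3.84e-05), and SPX3, whose protein senses Pi status, from 0.441 to 444 FPKM (8.25, SE 0.32, 3.84e-05). The phosphatase gene PS2 (log2 7.14), the RING/U-box gene AT2G45135 (6.86), AT3G25240 (6.59), AT5G20790 (6.34) and the glutamine dumper gene GDU6 (6.1) followed. In P– shoots IPS1 (log2 7.64, SE 0.37, limma adjusted p = 0.000127) and its relative AT4 (AT5G03545; 7.46, SE 0.26, 1.31e-05; 9.64 to 1844 FPKM) led, ahead of AT5G20790 (6.03), PS2 (5.92), SPX3 (5.12), AT3G25240 (4.95), AT3G43110 (4.77) and the lipid-transfer gene AT4G12520 (4.65). The deepest falls in roots were those of the oleosin-like gene AT5G56100 (log2 -5.29, SE 0.34, limma adjusted p = 0.000164), the iron transporter gene IRT1 (-5.12, SE 0.45, 0.000682; 212 to 4.63 FPKM), AT3G21352 (-4.92), AT4G08360 (-4.90), AT3G52070 (-4.62), the F-box gene AT1G73120 (-4.55), AT4G39675 (-4.48) and CYP82C4 (-4.48). In shoots AT5G24155 (log2 -5.84, SE 0.48, limma adjusted p = 0.000889), the jasmonate repressor gene JAZ7 (-4.72, SE 0.50, 0.00184), AT1G13650 (-4.36), the glutaredoxin gene AT3G21460 (-4.16), AT1G33760 (-3.98), the bHLH gene AT5G50915 (-3.98), AT2G30766 (-3.87) and AT2G29300 (-3.87) fell furthest. Of 30 markers of Pi starvation, 27 were higher in P– roots (median log2 3.72; 29 adjusted over the list alone) and 24 in P– shoots (median 3.18; 27 over the list alone) by limma at an adjusted p of 0.05. The Pi transporter gene PHT1;1 in roots (log2 0.98, limma adjusted p = 0.105) did not pass. The response was larger in roots for SPX3 (limma interaction 3.12), PEPC1 (4.43), SQD2 (3.18) and PHT1;8 (2.07), and larger in shoots for AT4 (-3.18), PPCK1 (-2.36), PPCK2 (-3.34) and PHT1;1 (-2.04). The sizes of the changes of AT2G45135 and GDU6, listed at 0 FPKM in P+ roots, and of AT4G08360, AT5G24155 and AT3G21460, listed at 0 FPKM under P–, depend on the 1 FPKM added. AT4G12520 is a root gene, at 404.8 FPKM in P– roots against 28.5 FPKM in P– shoots. PHT1;1 also stood higher in roots, at 842 FPKM in P– roots against 93.6 FPKM in P– shoots. Whether root tissue in the P– shoot samples adds to its larger response there was not tested for single genes. A limma fit of the roots alone called 0 of the 30 markers at an adjusted p of 0.05. As a set, the markers did not pass once their correlation was estimated from the data (camera, limma adjusted p = 0.0843 with an estimated correlation in roots and 0.178 in shoots). With a preset correlation they passed (camera, limma adjusted p = 7.23e-39 in roots and 9.61e-26 in shoots). A list with 27 of 30 genes higher in roots missed the stricter form, so missing it says little about a set.

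**Figure D1:**
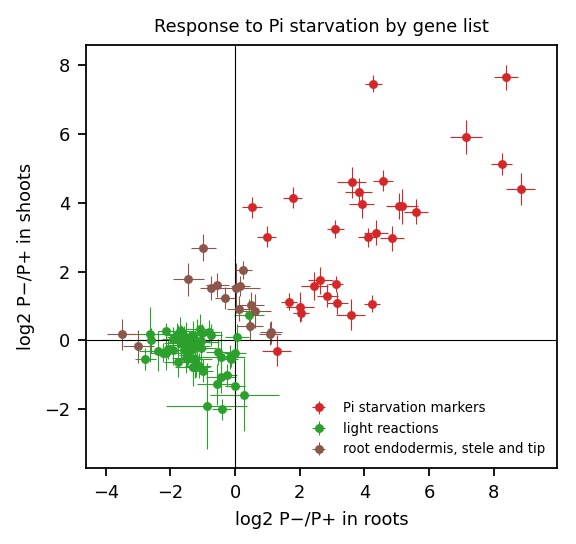
Log2 change (P–/P+) of the genes of each list in roots and shoots, poly(A)+ libraries, n = 2 per group.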

Subsequently, we grouped these transcripts into six clusters according to the up-/down- regulation levels in roots and shoots (Fig. 3a): transcripts were induced or repressed significantly in both roots and shoots (clusters 1 and 4), roots only (clusters 2 and 5), and shoots only (clusters 3 and 6). Interestingly, clusters 3 and 6 contained most of the differentially expressed transcripts for both lncRNAs and protein-coding transcripts. This suggested that more RNAs were regulated in shoots than in roots by Pi starvation. 

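In the authors' deposited clusters, 3897 of 6364 protein-coding transcripts (61.2%) were induced or repressed in shoots only, and so were 66 of 82 TAIR10 lncRNAs (80.5%) and 169 of 227 assembled lncRNAs (74.4%). Fitted over both tissues at the same thresholds, limma called 5802 coding transcripts, of which 2707 (46.7%, 45.4 to 47.9%) changed in shoots alone, 2426 in roots alone, 461 in both in the same direction, and 208 in opposite directions. Of the TAIR10 lncRNAs 45 of 97 (46.4%, 36.8 to 56.3%) and of the assembled lncRNAs 97 of 231 (42.0%, 35.8 to 48.4%) fell in the group called in shoots alone. Among coding transcripts of the deposited clusters, 95.8% moved in the same direction in roots and 94.4% in shoots in the limma fit, and 66.9% and 57.1% also passed its thresholds.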

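Coding transcripts called in shoots numbered 3376 (1962 higher and 1414 lower in P–), and those called in roots 3095 (1705 higher and 1390 lower). With p adjusted by limma the numbers were 506 and 307. Among TAIR10 lncRNAs 60 were called in shoots (36 higher) and 52 in roots (19 higher), and among assembled lncRNAs 121 in shoots (76 higher) and 134 in roots (48 higher). The order of the assembled lncRNAs turned with 0.1 FPKM added (102 in roots and 131 in shoots), at a mean of 5 FPKM (76 and 86), in fits per tissue (99 and 114) and without root P+ library 2 (132 and 139) or root P– library 2 (112 and 115). From the larger shoot clusters the paper proposes that Pi starvation regulated more RNAs in shoots than in roots. For coding transcripts and TAIR10 lncRNAs the order turned without root P+ library 3, shoot P+ library 1 or 2 or shoot P– library 1. Leaving out a library leaves 1 against 2 in its tissue and changes the spread that is estimated. Counts can move for that reason alone, so turns of this kind weigh neither for nor against the proposal. A transcript called in shoots alone need not respond differently there, and the limma interaction of tissue and Pi supply reached an adjusted p of 0.05 for 48 of the 26013 coding transcripts, with the higher log2 change in roots for 27 and in shoots for 21. This number was 0 without root P– library 2 or 3 and without any 1 of the 4 shoot poly(A)+ libraries, 88 at a mean of 5 FPKM, 107 without root P+ library 2, 113 with 5 FPKM added and 1963 without root P+ library 3. Summed over the transcripts of each gene and fitted without the lncRNAs, the response differed between the tissues for 702 of the 19743 coding genes. At gene level and an adjusted p of 0.05, 1005 coding genes were higher and 644 lower in P– shoots, and 487 were higher and 391 lower in P– roots. Once a share of 6.03% of the root level is taken off the P– shoot values, 458 of the 1005 are no longer higher. That share is the median of 46 genes picked as high in roots and low in P+ shoots, so it is too large for some genes. Rescaling the libraries to a common median ratio moved the median log2 of all genes from 0.07 to -0.05 in roots. In shoots it went from 0.14 to 0.02. Coding transcripts called at the thresholds of the study then numbered 1236 higher and 1740 lower in roots, against 1705 and 1390 before. In shoots they numbered 1565 higher and 1898 lower, against 1962 and 1414. The balance of induced and repressed transcripts thus depends on the scaling of the libraries. Replicates differed more in roots than in shoots, and the joint fit estimates 1 spread for both tissues.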

Then, we randomly selected 16 TAIR10 and 19 novel lncRNAs from the above clusters for the differential expression validation using qRT-PCR. Except for the absence of TAIR10 lncRNAs in cluster 4, 10 TAIR10, and 12 novel candidate lncRNAs from other clusters were verified in roots and shoots (Fig. 3b and Additional file 1: Figure S11). Moreover, the lncRNAs with and without poly(A) tails were also counted for each cluster (Additional file 1: Figure S12), based on the previous polyadenylation classification (Fig. 2a).

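Among the assembled lncRNAs of the authors' clusters, poly(A)+, poly(A)– and bimorphic transcripts numbered 2, 1 and 9 in cluster 1, 4, 4 and 5 in cluster 2, 23, 8 and 50 in cluster 3, 4, 0 and 1 in cluster 4, 19, 1 and 8 in cluster 5, and 33, 16 and 39 in cluster 6. The TAIR10 lncRNAs numbered 2, 0 and 1 in cluster 1, 4, 0 and 2 in cluster 2, 8, 2 and 19 in cluster 3, 7, 0 and 0 in cluster 5, and 18, 2 and 17 in cluster 6. AT5G53048.1 and AT1G21529.1 are poly(A)+ transcripts, while XLOC_026999 and XLOC_030250 are bimorphic. Bimorphic lncRNAs were the largest class in cluster 3, and poly(A)+ lncRNAs in cluster 5. The classes were taken over all 16 libraries.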

**Fig. 3:**
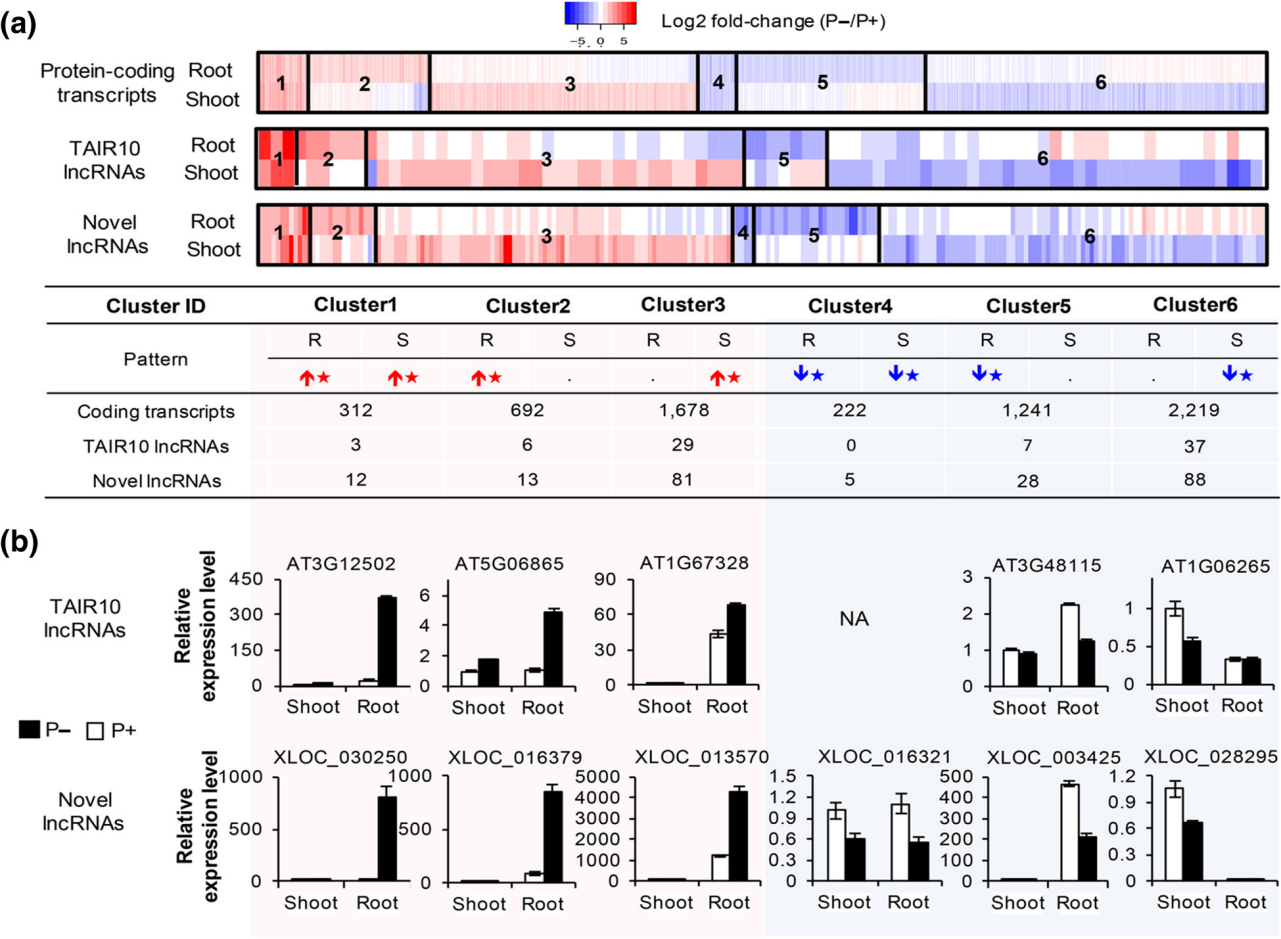
P– regulated lncRNAs revealed different response patterns in roots and shoots. **a** Heatmap and the number of differentially expressed protein-coding transcripts and lncRNAs of six clusters. In total, 6364 protein-coding transcripts, 82 TAIR10 lncRNAs, and 227 novel lncRNAs were identified as significantly differentially expressed under P– condition [fold change (P–/P+) > 2, *p-value* < 0.05 and fold change (P–/P+) < 0.5, *p-value* < 0.05]. Most of the P– responsive transcripts belonged to clusters 3 and 6, and were induced or repressed in shoots only. The red up arrows stand for up-regulated genes or lncRNAs and the blue down arrows represent the down-regulated ones. Asterisk indicates a significant difference [fold change (P–/P+) > 2, *p-value* < 0.05 and fold change (P–/P+) < 0.5, *p-value* < 0.05]. The *p* values were calculated with DESeq2. **b** Validation of lncRNAs from six clusters using qRT-PCR. TAIR10 and novel lncRNAs from six clusters were verified and their expression patterns were consistent with RNA-Seq

We also calculated alternative splicing (AS) events for these lncRNAs, based on the RNA-Seq data (Additional file 1: Figure S13). The main patterns of AS were retained intron (RI) and alternative 3ʹ splice site (A3SS). Remarkably, the AS events were significantly enriched in lncRNAs from cluster 6 (χ^2^ test, *P* < 0.001). This result suggested that lncRNAs repressed in shoots (cluster 6) probably underwent regulation at both transcriptional and post-transcriptional levels, resulting in differential expression and AS under Pi starvation condition.

### Function and pathway prediction of lncRNAs that responded to Pi starvation

We used two methods to associate and predict the potential functions of lncRNAs differentially expressed under Pi starvation: genomic position and expression pattern defined by the above six clusters. First, we tried to predict the functions of lncRNAs by linking them to their adjacent protein-coding genes on the chromosome (Fig. 4a). The antisense lncRNAs and *cis-*lncRNAs (close and on the sense strand) could serve as *cis*-regulatory elements to regulate the related protein-coding genes [32]. 

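Antisense lncRNAs made up 191 of the 227 assembled lncRNAs in the 6 clusters (84.1%, 78.8 to 88.3%), with 6, 10, 78, 5, 21 and 71 in clusters 1 to 6. They include XLOC_016379 in clusters 1 and 3, XLOC_019368 in cluster 4, and XLOC_010238 in cluster 3. The share among the other 985 assembled lncRNAs was 79.6%, and the difference did not pass (Fisher's exact test, two-sided, p = 0.137). Clusters 3 and 6 hold 149 of the 191 antisense lncRNAs (78.0%, 71.6 to 83.3%) and 20 of the 36 other assembled lncRNAs (55.6%, 39.6 to 70.5%).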

Consistent with the previous pattern (Fig. 1c), most of the differentially expressed lncRNAs in the above six clusters were antisense lncRNAs; and the antisense lncRNAs were mainly distributed in clusters 3 and 6 (Fig. 4a). 

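Several genes of the cell wall and cell surface rose in P– shoots opposite an antisense lncRNA of cluster 3 or 1. The extensin-like gene AT3G54580 went from 0.149 to 20.5 FPKM (log2 4.12, SE 0.45, limma adjusted p = 0.00214, n = 2), with a weaker response in roots (interaction -3.48, adjusted p = 0.0267), and its antisense transcripts TCONS_00030706 and TCONS_00030707 had log2 changes of 2.1 and 1.5. EXT13, a structural extensin, rose from 0.174 to 7.14 FPKM (log2 2.72, SE 0.36, limma adjusted p = 0.00428), and the lncRNA opposite to it, TCONS_00057454 of XLOC_030601, had a log2 change of 2.57. WAK1, a receptor kinase bound to pectin, rose from 6.39 to 34.5 FPKM (log2 2.29, SE 0.33, limma adjusted p = 0.00634), and the antisense transcripts TCONS_00010347 and TCONS_00010348 had changes of 3.88 and 1.77. CASP1, needed for the Casparian strip, rose with log2 2.70 (SE 0.39, limma adjusted p = 0.00652). PARVUS, a glycosyltransferase of xylan synthesis, stayed short of the limit (log2 1.45, limma adjusted p = 0.0512), with 1.27 for its antisense TCONS_00002163. These genes were chosen after their values were seen, and no GO enrichment was computed. AT3G54580, EXT13 and CASP1 are root genes, with 195, 71.4 and 447 FPKM in P+ roots.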

Based on the Gene Ontology (GO) enrichment analyses, we found that protein-coding genes antisense to the up-regulated lncRNAs in cluster 3 (shoots only) were mainly related to cell wall thickening and cell surface signal transduction (Fig. 4b), which were important processes of Pi starvation responses [35].

**Fig. 4:**
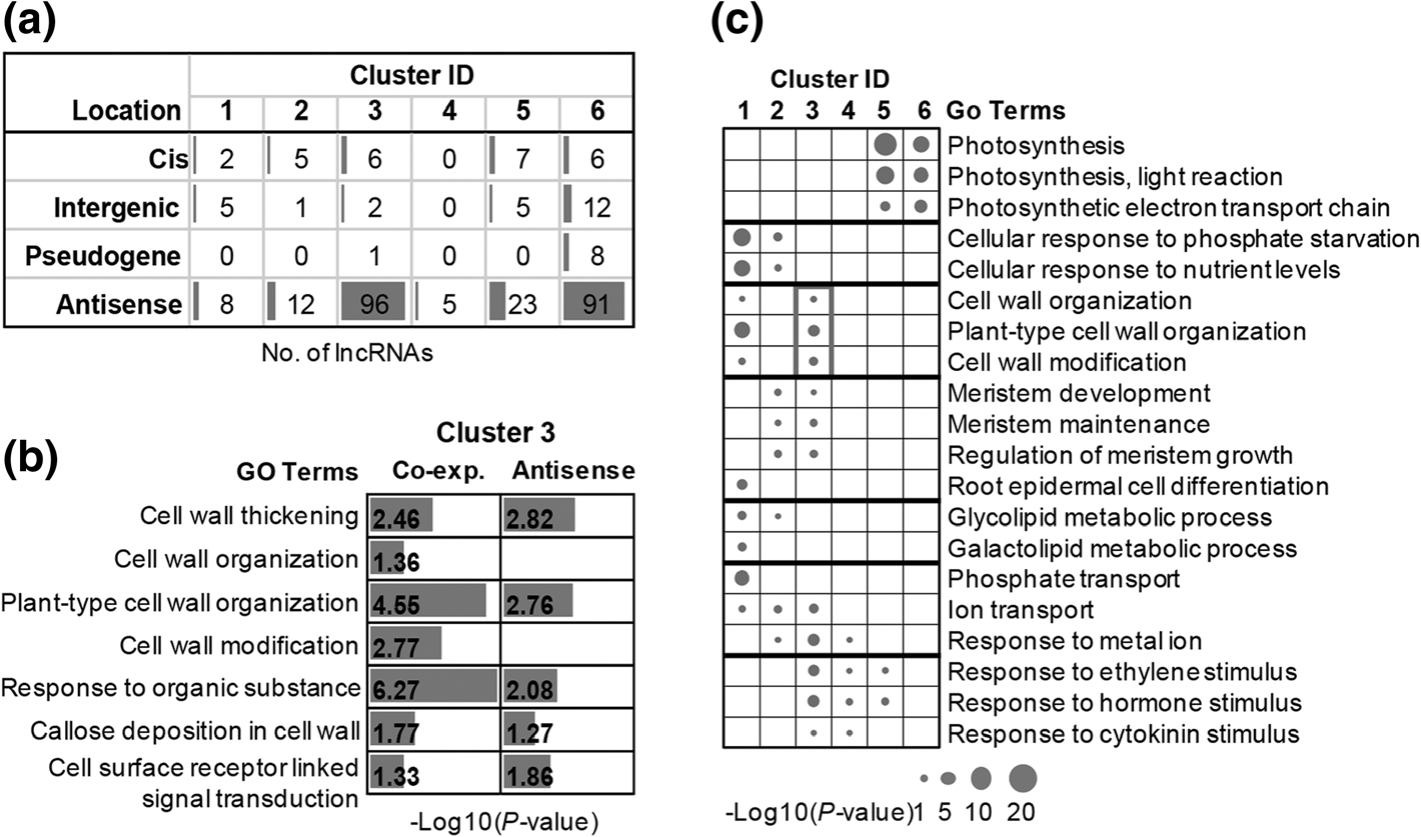
Functional prediction of lncRNAs by co-position and co-expression. **a** Genomic positions of lncRNAs (including both TAIR10 and novel lncRNAs) from six clusters. Differentially expressed lncRNAs were mainly antisense lncRNAs. **b** Functional predictions of lncRNAs of cluster 3 via co-localization and co-expression. Protein-coding genes that were antisense to lncRNAs of cluster 3 were enriched in GO terms related to cell wall organization, which was consistent with the enriched functions of protein-coding genes from cluster 3. **c** GO of protein-coding genes from six clusters. Protein-coding genes were enriched in many Pi starvation responsive biological processes, such as photosynthesis, morphology change, root cell differentiation, phosphate transport, and hormone response

In addition to utilizing the *cis*-regulatory relationships between lncRNAs and protein-coding genes, we then used the expression pattern to search the enriched functions. 

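In P– shoots the cell wall genes moved in both directions. XTH20, which encodes a xyloglucan-modifying enzyme (log2 1.75), rose, as did the expansin gene EXPA1 (1.95) and the pectin methylesterase gene PME3 (1.29), which miss the limit once the libraries are rescaled, while XTH22 (-2.28), XTH18 (-3.07) and XTH17 (-1.28) fell, all by limma at an adjusted p of 0.05 with n = 2. These are 3 higher and 3 lower of 35 listed genes (6 and 3 adjusted over the list alone). The number higher was 0 by limma without a filter on low values or without any 1 of the 4 shoot poly(A)+ libraries, 1 with the most abundant transcript of each gene, 8 without root P+ library 2 or 3, and 10 in a fit of each tissue alone. In P– roots XTH22 (1.57) and XTH20 (2.08) rose, and the responses of XTH22 and XTH18 differed between the tissues (limma interaction 3.85 and 3.49). As a set the list did not stand out in shoots (camera, limma adjusted p = 0.941 with an estimated correlation). Genes typical of roots rose in P– shoots as well: of 16 genes of root endodermis, stele and tip 5 were higher (7 adjusted over the list alone). CASP1, CASP2 (1.61), the suberin gene GPAT5 (1.58) and the suberin gene CYP86A1 (2.05) were among them. The set did not pass with an estimated correlation (camera, limma adjusted p = 0.466 with an estimated correlation), but did with a preset one (camera, limma adjusted p = 0.000292). In roots CASP5 (-3.50) and the potassium channel gene SKOR (-3) fell. A set of 46 genes had at least 200 FPKM in roots and at most 1/50 of that in P+ shoots. In P– shoots they reached a median of 6.03% of the P– root level (quartiles 5.16 and 8.22%, lowest 1.8%). In P+ shoots the median was 0.962% of the P+ root level, where the pick allows at most 2%. A common share could not exceed that of the lowest gene, so taking off the median takes too much from some genes. If a share of 6.03% of the root level is taken off the P– shoot values, 517 of the 1962 coding transcripts called higher in shoots and 60 of the 1414 called lower are lost, while others are gained, which gives 1502 higher and 1771 lower, and 0 cell wall genes and 0 of the 5 genes of root endodermis, stele and tip remain higher.

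**Figure D2:**
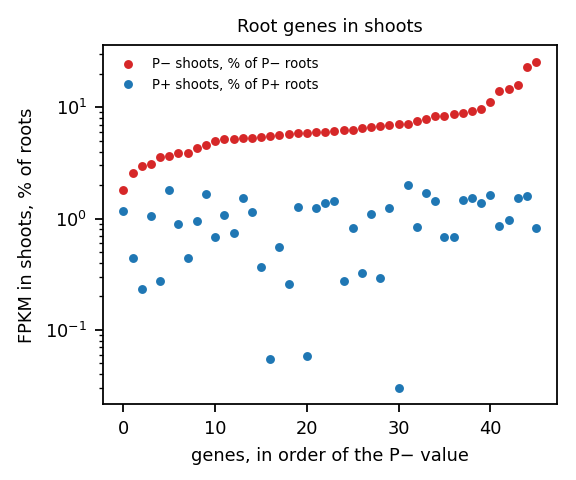
Share of the root level under the same Pi supply reached in P+ and P– shoots by genes with high expression in roots.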

We found that the differentially expressed protein-coding genes in cluster 3 were also enriched with GO terms related to cell wall organization and modification (Fig. 4b). In other words, we found similar protein-coding genes using either genomic position relationship or co-expression pattern, suggesting that some differentially expressed lncRNAs and protein-coding genes in cluster 3 were antisense to each other. Some other Pi starvation-responsive GO terms were also revealed in other clusters (Fig. 4c). For instance, the up-regulated genes (clusters 1–3) had crucial roles in morphological processes, glycolipid metabolism, and ion transport. Additionally, some GO terms responding to nutrient starvation were enriched in clusters 1 and 2. Moreover, we found that 149 of 152 genes were co-expressed with their antisense lncRNAs significantly between P+ and P– conditions (Additional file 5).

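Genes that replace membrane phospholipids by glycolipids rose in P– roots. The galactolipid synthase genes MGD3 (log2 5.61) and MGD2 (4.1), the phospholipase gene NPC4 (4.85) and the sulfolipid synthase gene SQD2 (4.24, SE 0.26, limma adjusted p = 0.000133; 25.1 to 485 FPKM, n = 2) were among the 12 of 15 genes of membrane lipid remodelling that were higher (13 adjusted over the list alone). In P– shoots 7 of the 15 were higher, with MGD3 (3.74), the phosphodiesterase gene GDPD1 (3.24) and MGD2 (2.99) in front. The response was larger in roots for 2 of them, SQD2 and UGP3 (limma interaction 3.67), and for 7 over the list alone. As a set the list did not pass with an estimated correlation (camera, limma adjusted p = 0.087 with an estimated correlation in roots, 0.466 in shoots and 0.337 for the interaction). Of the root hair genes, PRP1, a proline-rich wall protein of root hairs (2.76), and the proton pump gene AHA7 (1.54, short of the limit after rescaling of the libraries) rose in P– roots, 2 of 15 (12 over the list alone). In P– shoots 7 of the 15 rose, among them XTH14 (3.24), the expansin genes EXPA18 (2.61) and EXPA7 (2.55), PRP3 (2.49) and LRX1 (1.97), but 0 remain higher by limma once a share of 6.03% of the root level is taken off the P– shoot values. As a set the root hair genes did not pass (camera, limma adjusted p = 0.139 with an estimated correlation in roots and 0.466 in shoots). For ion transport, the Pi transporter gene PHT1;4 (AtPT2) rose in roots from 20.7 to 337 FPKM (log2 3.91, limma adjusted p = 0.00147).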

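PSK4 and the lncRNA XLOC_019368 opposite to it fell together in P– roots, the gene from 1059 to 134 FPKM (log2 -2.89, SE 0.47, limma adjusted p = 0.0129, n = 2), and PSK4 also fell in shoots (-2.03, adjusted p = 0.0347). The fatty acid hydroxylase gene CYP94B2 rose in P– roots (log2 2.36, limma adjusted p = 0.0298), where the lncRNA on its other strand, TCONS_00025820 of XLOC_013661, had a change of 3.21. The authors list 149 pairs that moved together and 3 that moved apart. In the limma fits, gene and lncRNA had the same sign in 152 of 164 comparisons of these pairs (92.7%, 87.6 to 95.8%). The pairs were chosen by the study on the same libraries, so this is not independent evidence. Among all 629 antisense pairs with at least 1 FPKM, the log2 changes in shoots correlated with rho = 0.559 (two-sided permutation p = 0.0005, the smallest that the draws can give). Pairs overlap by a median of 1238 bases (347 to 4337), and 127 of the 152 involve an assembled lncRNA.

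**Figure D3:**
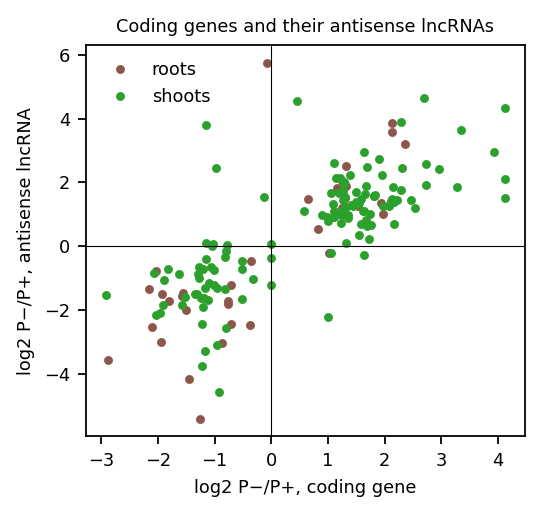
Log2 change (P–/P+) of antisense lncRNAs and of the genes on the opposite strand.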

More interestingly, many down-regulated genes in clusters 5 (roots only) and 6 (shoots only) were enriched in the PS-related GO terms (Fig. 4c). Thus, representative genes for PS from cluster 5 and 6, and their antisense lncRNAs (Additional file 6) from the same cluster were highlighted on the PS map (Additional file 1: Figure S14). That is, the labeled lncRNAs and coding genes in the map not only shared the same expression pattern (clusters 5 and 6), but were also antisense to each other. In general, representative genes for PS were greatly down-regulated by Pi deficiency in both roots and shoots. Additionally, the expression levels of many PS-related genes were more heavily suppressed in roots than in shoots (Additional file 1: Figure S15), and that is supported by previous studies [21, 35, 39, 50]. 

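In P– roots 18 of 59 genes of the light reactions were lower by limma at an adjusted p of 0.05 (39 adjusted over the list alone), with a median log2 of -1.32. The number was 7 without root P– library 2, 8 without any 1 of the 4 shoot poly(A)+ libraries, 9 without root P+ library 2, 11 without a filter on low values and 35 without root P+ library 3. In P– shoots 2 of the 59 were lower, LHCB2.3 (log2 -1.99, limma adjusted p = 0.00779, n = 2) and LHCA6 (-1.32, adjusted p = 0.0357), both encoding light-harvesting proteins, and the median was -0.25. Among the LHCII genes, LHCB4.1 fell in roots (-1.60), 1 of 15 there (5 over the list alone). Of the electron carriers and the ATP synthase, ATPC1 (-2.06), PETM (-2.23), FNR1 (-1.5) and ATPG (-1.65) fell in roots, 4 of 11 (7 over the list alone), and in shoots 0 of 11 by limma (2 at an unadjusted p of 0.05). Fitted with limma in each tissue alone, 0 of the 59 were lower in roots and 9 in shoots. The light reactions as a set did not pass with an estimated correlation (camera, limma adjusted p = 0.113 with an estimated correlation in roots and 0.579 in shoots). They passed with a preset one (camera, limma adjusted p = 9.89e-22 in roots and 0.00106 in shoots). The antisense pair of LHCB2.1 and TCONS_00016325 had log2 changes of -1.91 and -1.84 in shoots, short of the limit.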

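The fall was larger in roots than in shoots for 6 of the 59 genes of the light reactions by the limma interaction at an adjusted p of 0.05 (15 lower and 2 higher adjusted over the list alone). The 6 genes are PSBO2, PSBQ-2, PSAK, PSAF, ATPC1 and PETM. In P+ roots these genes stand far below their shoot levels, at a median log2 of -5.28 over the 59 genes.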

Comparing the suppressed PS genes in roots (cluster 5) and shoots (cluster 6) showed a universal decline in photosystem II. In contrast, the genes involved in photosystem I were more suppressed in roots than shoots.

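Of 14 photosystem II genes 4 passed as lower in P– roots in the joint fit of both tissues. PSBO2 and PSBQ-2, which encode subunits of the oxygen-evolving complex, fell in roots with log2 -2.78 (limma adjusted p = 0.00294, n = 2) and -2.13 (0.00309), and PSBR (-1.80) and PSBY (-1.31) fell as well. Adjusted over the list alone 11 passed in roots, and in a limma fit of the roots alone none of the light reaction genes did. Adjusted over all genes 0 of 14 passed in shoots by limma (2 at an unadjusted p of 0.05), where the median log2 was -0.19. The interaction passed for PSBO2 (-2.24, limma adjusted p = 0.0365) and PSBQ-2 (-2.40, adjusted p = 0.0143), and 12 of 14 estimates had the larger fall in roots. The set did not pass with an estimated correlation (camera, limma adjusted p = 0.087 with an estimated correlation in roots, 0.633 in shoots and 0.337 for the interaction).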

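Photosystem I genes were lower in P– roots for 9 of 19 listed (16 adjusted over the list alone): PSAF (log2 -2.61, limma adjusted p = 0.00676, n = 2), PSAK (-2.07), PSAE-2 (-1.93), PSAD-1 (-1.75), PSAO (-1.69), PSAE-1 (-1.57), PSAN (-1.45), and the antenna genes LHCA1 (-1.57) and LHCA4 (-2.14). In P– shoots LHCA6 alone was lower, and the list median was -0.17. The interaction passed for PSAF (-2.63), which encodes the plastocyanin-docking subunit, and PSAK (-1.81), and for 8 genes over the list alone; it passed for 0 genes without a filter on low values, without root P– library 2 or any 1 of the 4 shoot poly(A)+ libraries, for 1 without root P– library 3, with 5 FPKM added or with the most abundant transcript, and for 6 without root P+ library 3. As a set the list did not pass (camera, limma adjusted p = 0.087 with an estimated correlation in roots, 0.579 in shoots and 0.337 for the interaction). It passed with a preset correlation (camera, limma adjusted p = 1.13e-12 in roots, 0.0494 in shoots and 7.99e-05 for the interaction).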

Another lncRNA-gene regulation example was a Pi starvation-induced (PSI) lncRNA in cluster 2 (roots only), AT5G01595.1, which was antisense to a protein-coding gene, *AtFer1. AtFer1* was reported to be a PSI gene that could be up-regulated by the well-known transcription factor, PHR1 [52]. Due to the strand specificity of our RNA-Seq data, we clearly detected the differential expression of these two transcripts (Fig. 5a). 

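AtFer1, which encodes an iron-storage ferritin, rose in P– roots from 104 and 118 FPKM in the P+ libraries to 324 and 229 FPKM in the P– libraries (log2 1.29, SE 0.26, limma adjusted p = 0.0329, n = 2), a call that is lost when the libraries are rescaled or the roots fitted alone, without root P+ library 2 (0.067) or root P– library 2 (0.171), and without any 1 of the 4 shoot poly(A)+ libraries (0.0829 to 0.0853). AT5G01595.1 stood at 20.9 and 29.4 FPKM in P+ roots and at 55.1 and 95.3 FPKM in P– roots (log2 1.51, SE 0.67, unadjusted p = 0.0599, limma adjusted p = 0.323), so its estimate exceeds that of AtFer1 but did not pass; the unadjusted p was 0.0186 with the roots fitted alone and 0.0358 to 0.0475 without any 1 of the 4 shoot poly(A)+ libraries, which meets the thresholds of the study. In shoots AT5G01595.1 had 164 and 51.4 FPKM under P+ and 137 and 48.8 FPKM under P–. The transcripts overlap on chromosome 5, from 226972 to 229286 on the plus strand and from 227953 to 230051 on the minus strand. In a later annotation release, from which the exons were read, they share 0 exonic bases.

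**Figure D4:**
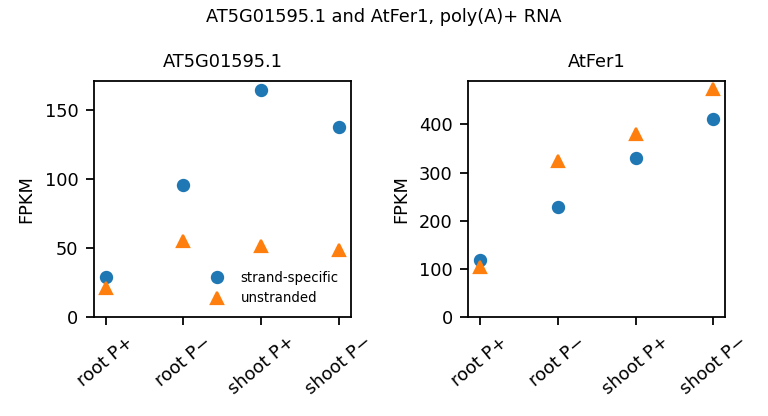
FPKM of AT5G01595.1 and AtFer1 in each poly(A)+ library.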

The mapped RNA-Seq reads on each strand showed that both AT5G01595.1 and *AtFer1* were induced by Pi deficiency. Furthermore, P1BS motifs (GNATATNC), which were recognized by PHR1 [12, 19], were identified at the promoter regions of both *AtFer1* and AT5G01595.1. Moreover, qRT-PCR verified that *AtFer1* and AT5G01595.1 were less induced in the *phr1* mutant (Additional file 1: Figure S16). 

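The promoter of AT5G01595.1 holds 1 P1BS motif, GCATATTC, at -1937 from the transcript start. AT5G53048.1 has its motif GTATATTC at -143, AT1G21529.1 has GGATATTC at -81, and XLOC_030250 has GAATATTC at -69.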

All of the above indicated that AT5G01595.1 was probably directly regulated by PHR1, and was involved in the Pi starvation signaling pathway.

**Fig. 5:**
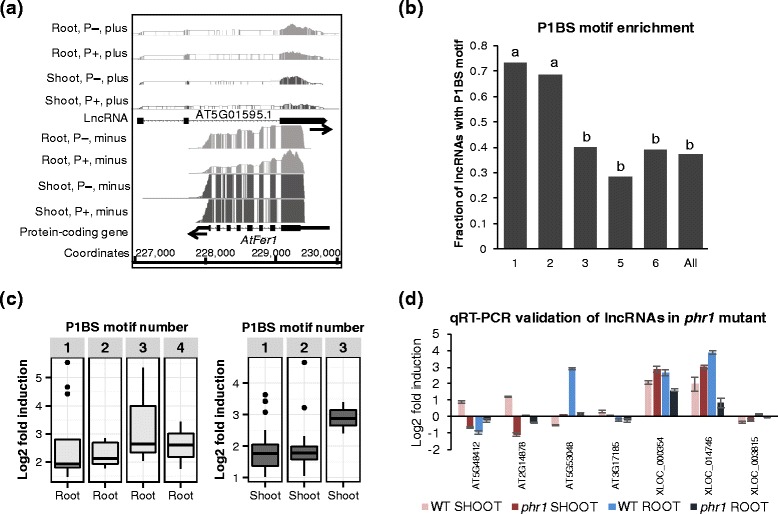
P– regulated lncRNAs were potential targets of PHR1. **a** Integrated Genome Browser (IGB) visualization of expression level of lncRNA AT5G01595.1 and its antisense gene *AtFer1*. Both AT5G01595.1 and *AtFer1* were induced in roots under P– condition and carried a P1BS motif at their promoter regions. **b** P1BS motifs were significantly enriched for lncRNAs in clusters 1 and 2. The difference in ratios was tested using χ^2^: **a** compared with **b**, *P* < 0.01; no significant difference within **a** and **b. All**: All lncRNAs (1692) as control. **c** Correlation of P1BS motif number and fold induction of lncRNAs in roots and shoots. With increased P1BS content, fold induction of lncRNAs induced by Pi starvation also increased. The header numbers in the gray box indicate the P1BS motif number at the promoter regions of lncRNAs. **d** Validation of PHR1 potential targeted lncRNAs in the *phr1* mutant by qRT-PCR. The lncRNAs that PHR1 targeted were less induced/repressed in *phr1* mutant

### Pi starvation-responsive lncRNAs were preferentially regulated by PHR1 in roots

In addition to the above example of AT5G01595.1, we examined whether all the differentially expressed lncRNAs contained P1BS motifs at their promoter regions (Table 1 and Additional file 7). We defined the upstream 2-kb of transcripts as their promoters, and used FIMO [53] to find the P1BS sequence motifs (see Methods). 

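Promoters of lncRNAs induced in P– roots carried the P1BS motif more often than others. In clusters 1 and 2 together 24 of 34 lncRNAs (70.6%, 53.8 to 83.2%) had at least 1 motif within 2 kb, against 607 of the 1647 other lncRNAs (36.9%, 34.6 to 39.2%), an odds ratio of 4.11 (Fisher's exact test, two-sided, p = 0.000102). XLOC_032181, with motifs at -1483, -427, -108 and -79, rose in P– roots (log2 4.35, limma adjusted p = 0.0102, n = 2), and so did AT3G25795.1, with motifs at -1883, -761 and -67 (2.6, adjusted p = 0.042). TCONS_00025981 of XLOC_013732, with motifs at -492, -343 and -40, rose in roots (2.52, limma adjusted p = 0.0479) and shoots (2.96, adjusted p = 0.0244). The groups of induced lncRNAs were the authors' clusters. With groups formed from the limma fits instead, 28 of 63 lncRNAs had a motif, an odds ratio of 1.35 (exact test, p = 0.289).

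**Figure D5:**
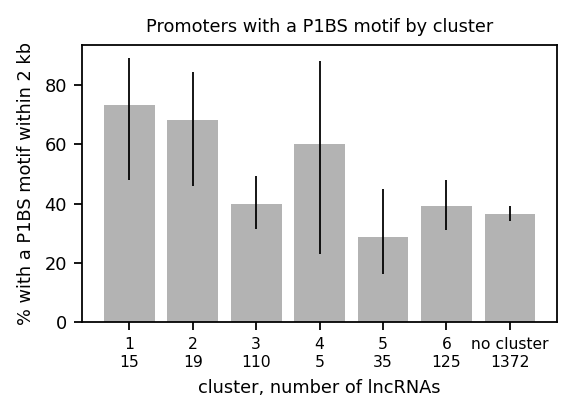
Share of lncRNAs with at least 1 P1BS motif within 2 kb upstream, for each cluster of the authors and for lncRNAs in no cluster.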

The P1BS motif was significantly enriched in the promoters of the up-regulated lncRNAs (Fig. 5b) and protein-coding transcripts (Additional file 1: Figure S17) from clusters 1 (both roots and shoots) and 2 (roots only) (χ^2^ test, *P* < 0.01). Particularly, 73 and 68 % of the lncRNAs from clusters 1 and 2 contained P1BS motifs in their promoter regions, respectively. However, only 40 % of lncRNAs from cluster 3 (shoots only) contained P1BS motifs at promoters, and the fractions of lncRNAs containing a P1BS motif of clusters 5 and 6 (expressed in roots and shoots, respectively) were below 40 %. 

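The motif was present in 11 of 15 lncRNAs of cluster 1 (73.3%) and 13 of 19 of cluster 2 (68.4%). The members of cluster 1 with a motif include XLOC_026999, with sites at -373, -140 and -129, and XLOC_025622, with sites at -274 and -244. Those of cluster 2 include XLOC_005614, with sites at -588 and -113, XLOC_015182, with a site at -79, and XLOC_014746, with a site at -63.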

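Of the lncRNAs induced in shoots only (cluster 3) 44 of 110 (40.0%) had a motif, near the 501 of 1372 lncRNAs that belong to no cluster (36.5%). Among repressed lncRNAs the motif occurred in 3 of 5 of cluster 4 (60.0%), 10 of 35 of cluster 5 (28.6%) and 49 of 125 of cluster 6 (39.2%).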

We chose all protein-coding transcripts (35,386 in total) and lncRNAs (1692 in total) as the background (controls) to survey the P1BS motif enrichment fraction at their promoter regions. We could see that motif prediction would generate many potential false positives, because the fractions of controls for both protein coding genes (Additional file 1: Figure S17a) and lncRNAs (Fig. 5b) tended to be high (30–40 %). Therefore, we added other supporting evidences (i.e., DNase data and transcriptional response to Pi starvation) as other filters to predict the PHR1’s targets (Additional file 7) (see Methods), which could remove about 80 % of the positives predicted by motif only.

**Table 1:** P1BS motif of PHR1 targeted protein-coding genes and lncRNAs

GeneID/Name	No. Motif	Position of P1BS motif^b^	Motif sequence	Cluster ID^c^
*AtPAP10* ^a^	1	-122	GAATATTC	2
*PAP1* ^a^	2	-656,-191	GCATATAC,GAATATCC	1
*AtACP5* ^a^	1	-288	GAATATCC	1
*AtSPX1* ^a^	3	-124,-881,-100	GGATATTC,GAATATTC,GAATATTC	1
*SQD1* ^a^	1	-663	GAATATGC	1
*AtIPS1* ^a^	2	-763,-729	GCATATTC,GCATATTC	1
*SQD2* ^a^	3	-188,-136,-572	GCATATGC,GTATATCC,GAATATTC	2
*At4* ^a^	2	-1028,-490	GTATATGC,GCATATTC	1
*RNS1* ^a^	1	-188	GTATATAC	1
*AtPT1* ^a^	3	-1301,-1283,-200	GGATATTC,GCATATTC,GTATATAC	3
*AtPT2* ^a^	3	-394,-388,-1349	GAATATGC,GCATATAC,GAATATAC	1
AT5G53048	1	-142	GTATATTC	1
AT1G21529	1	-81	GAATATCC	1
AT3G57157	2	-1760,-240	GCATATGC,GAATATCC	2
AT5G06865	2	-1673,-1199	GAATATTC,GTATATTC	2
AT5G01595	1	-1988	GCATATTC	2
XLOC_026999	3	-372,-139,-128	GCATATTC,GCATATTC,GAATATTC	1
XLOC_001691	3	-1391	GTATATAC	1
XLOC_013732	3	-39,-299,-150	GCATATTC,GAATATAC,GAATATTC	1
XLOC_030250	1	-69	GAATATTC	1
XLOC_025622	2	-243,-273	GTATATCC,GAATATAC	1
XLOC_004968	1	-183	GAATATGC	1
XLOC_032181	4	-427,-108,-1483,-79	GGATATCC,GGATATGC,GAATATCC,GGATATTC	2
XLOC_006489	2	-1453,-191	GCATATGC,GCATATTC	2
XLOC_010338	2	-1706,-488	GCATATCC,GTATATCC	2
XLOC_013570	1	-1796	GAATATTC	2
XLOC_005614	2	-588,-113	GCATATCC,GAATATTC	2
XLOC_013661	1	-204	GTATATTC	2
XLOC_014746	1	-62	GAATATGC	2
XLOC_015182	1	-78	GAATATCC	2

Note:

^a^Gene names listed in italics are Pi starvation induced protein-coding marker genes

^b^For protein-coding genes, the position is given for the most 5′-upstream nucleotide relative to the first ATG in the transcribed region. For lncRNAs, the position refers to the most 5′-upstream nucleotide relative to first nucleotide of transcripts

^c^This table only lists targeted lncRNAs in cluster 1 and 2. Full table of PHR1 targeted genes and lncRNAs are listed in Additional file 7

Moreover, we tested whether the numbers of P1BS sequence motifs at the promoter regions were correlated with differential expression levels of PHR1-targeted transcripts. We correlated the average number of P1BS motifs per transcript with the targets’ expression fold-change induced by Pi starvation, for both up-regulated lncRNAs (Fig. 5c) and protein-coding transcripts (Additional file 1: Figure S18). 

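Induction did not climb steadily with the number of P1BS motifs. In P– roots the lncRNAs of clusters 1 and 2 had a median log2 of 1.99 without a motif (10 lncRNAs), 2.63 with 1 motif (12), 1.64 with 2 (8) and 3.47 with 3 or more (4). The highest group holds XLOC_026999, XLOC_032181, AT3G25795.1 and the XLOC_013732 transcript TCONS_00025981. Motif number and log2 change were not correlated over the 24 lncRNAs with a motif (Spearman rho = -0.01, two-sided permutation p = 0.98). The sign turned in 4 of 5 alternatives, with rho 0.05 within 1 kb, 0.18 without replicate 1, 0.20 with 0.1 FPKM added and 0.25 with the authors' deposited fold changes (permutation p = 0.86, 0.41, 0.36 and 0.23). In P– shoots the medians were 1.5 (70 lncRNAs), 1.4 (41), 1.44 (11) and 2.96 (3), with rho = 0.25 over 55 lncRNAs (two-sided permutation p = 0.066).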

We found that when P1BS motif number increased so too did the induction of lncRNAs in roots and shoots. Furthermore, we also observed that the positions of P1BS motifs tended to be closer to their targeted genes/lncRNAs from cluster 1 than target transcripts from other clusters (Additional file 1: Figure S19).

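The P1BS motif closest to the transcript start lay at a median of 151 bases in the 11 lncRNAs of cluster 1 that have one (quartiles 105 and 818), and at 892 bases in the 119 of clusters 2 to 6 (317 and 1514; two-sided permutation p = 0.0279). In cluster 1 it sits at -40 in TCONS_00025981 of XLOC_013732, at -69 in XLOC_030250, and at -183 in XLOC_004968, while the 3 transcripts of XLOC_001691 have it at -1392, -1409 and -1438. Cluster 2 was close to cluster 1, with a median of 205 bases in 13 lncRNAs.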

Finally, we randomly selected three protein-coding genes and five candidate lncRNAs with P1BS motifs at their promoter regions, and validated their expression change in the *phr1* mutant using qRT-PCR. Both lncRNAs (Fig. 5d) and protein-coding genes (Additional file 1: Figures S20 and S21) showed lower fold-changes in the *phr1* mutant than the control (Col-0) plant. We used two lncRNAs (AT3G17185 and XLOC_003815) with P1BS motifs but no expression changes as negative controls, and found their expression levels were not affected by PHR1 (Fig. 5d). These results demonstrated that the candidate lncRNAs associated with P1BS motifs were very likely regulated by PHR1 under Pi starvation condition.

### Pi starvation-responsive lncRNAs targeted by miR399

MiR399 has previously been shown to be a crucial post-transcriptional regulator [54], and has been demonstrated to bind the mRNAs of the *PHO2* and *AT4/IPS1* lncRNA family [27, 55]. However, its targets at genomic scale are unknown, and long noncoding RNAs have been proven to serve as potential target mimics for miRNAs in plants [56]. Thus, we first used two small public RNA-Seq data sets [42, 57] to profile differentially expressed miRNAs under P+ and P– conditions (Additional file 1: Figure S22). In total, 13 and 11 miRNAs were significantly up-regulated in roots and shoots, respectively.

Next, we predicted the potential targets of these differentially expressed miRNAs using psRobot [58]. We combined expression correlations of miR399 and its potential targets to obtain a competing endogenous RNA (ceRNA) network for miR399. 

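Among the lncRNAs of the predicted miR399 network, XLOC_019368 fell in P– roots and XLOC_010238 rose in P– shoots at a limma adjusted p of 0.05 with n = 2 per group. XLOC_010238 had 268 FPKM in P– roots against 24.8 FPKM in P– shoots. The other 16 of the 18 tested transcripts did not pass in either tissue. XLOC_001806 had the next largest decreases in roots, with log2 changes of -2.57 (TCONS_00003688) and -2.29 (TCONS_00003689), and XLOC_027498 in shoots, with -2.43 (limma adjusted p = 0.32). By sign alone, 9 were lower and 9 higher in P– roots, and 8 lower and 10 higher in P– shoots. The levels of miR399 itself are not analysed here, so the correlation with it was not computed.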

The lncRNAs whose expression levels were negatively correlated with miR399 were shown in Table 2. Three lncRNAs (XLOC_020833, XLOC_001691 and XLOC_013661) were revealed to be potential targets of both PHR1 and miR399, indicating their feasible functions involved in the Pi starvation regulatory network (Tables 1 and 2, Fig. 6, and Additional file 7). 

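XLOC_013661, antisense to CYP94B2 on chromosome 3 (312558 to 313289), had 0.000638 FPKM in P+ roots and 9.75 FPKM in P– roots (limma adjusted p = 0.0616, n = 2), and carries a P1BS motif at -205. XLOC_020833, antisense to AT4G08400, had 21.0 and 45.5 FPKM (log2 1.04, limma adjusted p = 0.404). The XLOC_001691 transcripts TCONS_00003478, TCONS_00003479 and TCONS_00003481 had log2 changes of 1.00, 0.40 and 2.62 in roots. None of the 3 lncRNAs passed in roots or shoots.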

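PHO2, the ubiquitin-conjugating enzyme gene that miR399 represses, had a log2 change of -0.01 in P– roots (limma adjusted p = 0.996, n = 2) and -0.15 in P– shoots (0.82). The predicted coding targets AtPT1 (log2 3.02, limma adjusted p = 0.00147) and AtPT2 (3.95, adjusted p = 0.00147), both Pi transporters, rose in shoots, as did the aquaporin gene TIP4;1 (1.89), TGA7 (1.55), the transcription factor gene NF-YA10 (1.47), AT3G18620 (1.37), AtOPR1 (1.34), OZS2 (1.29), BLH1 (1.22), AT3G44820 (1.20) and ECT2 (0.99). AtSCAR4 (-1.52) and AtCFM2 (-1.14) fell in shoots. AtPT1 stood at 842 FPKM in P– roots against 93.6 in P– shoots, AtPT2 at 337 against 39.3, and TIP4;1 at 103 against 7.43. Whether root tissue in the P– shoot samples adds to their rise in shoots was not tested for single genes. OZS2 is the pectin methylesterase gene PME3 of the cell wall list, and misses the limit once the libraries are rescaled. At a limma adjusted p of 0.05 NF-YA10 (2.43), AtPT2 and AT2G38740 (1.45) rose in P– roots and none of the 26 fell, while 6 had a lower estimate.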

There were a total of 42 potential targets of miR399 (Table 2), of which 16 were lncRNAs.

**Table 2:** Correlation between miR399 and potential target genes

miRNA	Target	Function description of target^a^	PCC^b^	Target score^c^	Cluster ID^d^
miR399a	*AtPT1*	Inorganic phosphate transporter 1–1	-0.72	5	3
miR399a	*SMXL5*	Clp amino terminal domain-containing protein	-0.72	5	1
miR399a	*ECT2*	Physically interacts with CIPK1.	-0.71	4.5	3
miR399a	*AtCS-C*	Dehydratase epimerase/racemase deaminase	-0.70	4.8	2
miR399a	*TIP4;1*	Aquaporin TIP4-1, transporter	-0.68	4.8	3
miR399a	*AtPT2*	Inorganic phosphate transporter 1-2	-0.67	5	1
miR399a	*SPPL5*	Signal peptide peptidase-like 5, aspartic protease	-0.67	5	6
miR399a	*AtSCAR4*	Protein SCAR4	-0.62	5	6
miR399a	*AtPP2-A5*	Protein PHLOEM PROTEIN 2-LIKE A5	-0.59	4	6
miR399a	AT3G18620	DHHC-type zinc finger family protein	-0.59	4.8	3
miR399a	*AtCFM2*	Involved in group I and group II intron splicing.	-0.59	4.5	6
miR399a	AT1G61860	Protein kinase family protein	-0.58	4.8	3
miR399a	AT2G31150	ATP binding / ATPase	-0.58	5	6
miR399a	AT3G44820	Phototropic-responsive NPH3 family protein	-0.58	4.8	3
miR399a	*IPGAM1*	2,3-bisphosphoglycerate-independent phosphoglycerate mutase 1	-0.57	5	3
miR399a	AT2G25420	mRNA splicing factor esterase kinase inhibitor	-0.57	4	6
miR399a	*AtOPR1*	12-oxophytodienoate reductase 1	-0.57	4.8	3
miR399a	AT4G19520	TIR-NBS-LRR class disease resistance protein	-0.56	5	6
miR399a	*OZS2*	Pectinesterase/pectinesterase inhibitor 3	-0.55	4.8	3
miR399a	AT2G38740	Phosphatase	-0.55	4.5	2
miR399a	*BLH1*	BEL1-like homeodomain protein 1	-0.53	4.2	3
miR399a	*TGA7*	Transcription factor TGA7	-0.51	5	3
miR399a	AT1G61590	Protein kinase superfamily protein	-0.51	4.8	3
miR399a	*CYP705A30*	Cytochrome P450, family 705, subfamily A, polypeptide 30	-0.44	2	3
miR399a	*PHO2*	Mediates degradation of PHO1 and PHT1s	-0.37	0.8	/
miR399a	*NF-YA10*	Nuclear transcription factor Y subunit A-10	-0.10	2.5	1
miR399d	XLOC_001691	/	-0.74	5	1
miR399b	XLOC_026270	/	-0.68	5	6
miR399e	XLOC_013661	/	-0.64	5	2
miR399b	XLOC_013840	/	-0.63	4.5	6
miR399e	XLOC_026270	/	-0.62	4.5	6
miR399e	XLOC_003248	/	-0.60	5	3
miR399e	XLOC_001806	/	-0.59	4.8	5
miR399a	XLOC_018338	/	-0.58	4.5	5
miR399d	XLOC_027498	/	-0.58	4.8	6
miR399d	XLOC_010238	/	-0.57	4.8	3
miR399c-5p	XLOC_019368	/	-0.57	5	4
miR399c-3p	XLOC_016349	/	-0.53	4	6
miR399b	XLOC_020833	/	-0.53	5	3
miR399a	XLOC_008029	/	-0.51	5	6
miR399c-3p	XLOC_005358	/	-0.50	4.8	6
miR399f	XLOC_026270	/	-0.50	4.5	6

Note:

^a^Column3 describes functions of targeted genes of miR399

^b^PCC refers the expression correlation of miR399 and its target genes

^c^Target score is the target match score calculated by psRobot, and lower target score represents better base pair match between miRNA and targets

^d^The last column indicates the cluster that target genes or lncRNAs belonging to

**Fig. 6:**
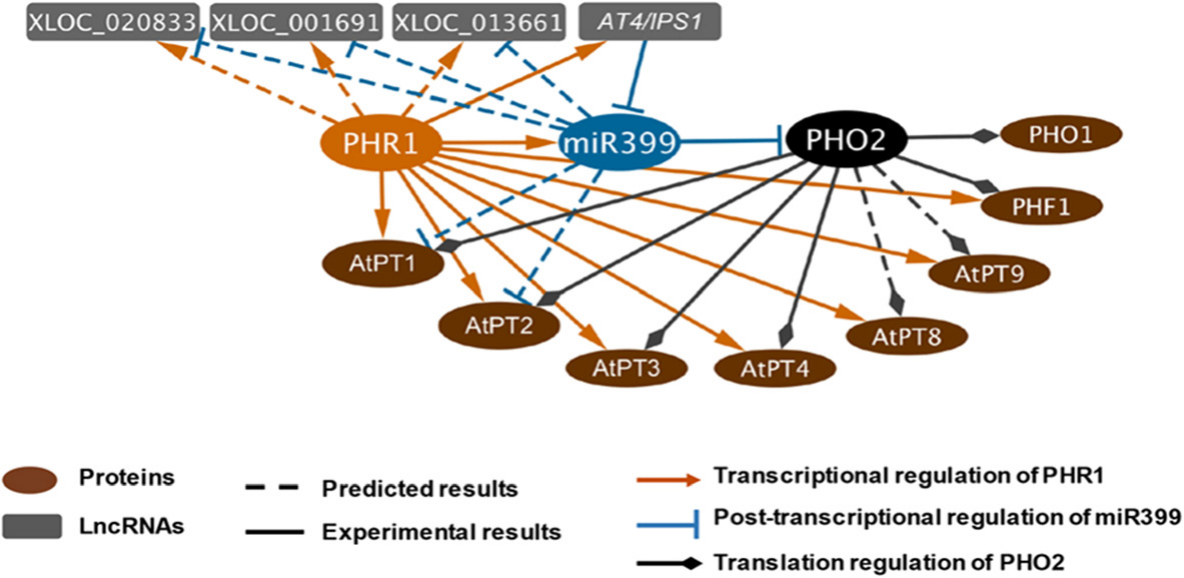
Extended regulatory network of PHR1, miR399, PHO2, and their targets. We extended the regulatory network of PHR1 and miR399 by P1BS motif enrichment prediction and ceRNA network construction. Many other protein-coding genes and lncRNAs showed potential to be regulated by PHR1 and miR399

## Discussion

With the advance of next-generation sequencing technology, many novel non-coding RNA transcripts have been found in different species. However, they were previously treated as transcriptional noise, because of their low expression levels and low evolutionary conservation [59, 60]. Recently, many lncRNAs have been recognized as important regulators of a variety of biological processes [61, 62]. Based on strand-specific RNA library construction protocols, a powerful tool in identifying NATs, nearly 10,000 lncRNAs have been annotated in the human genome [63–66]. However, although plants exhibit complicated biochemical, physiological, and developmental responses to cope with Pi starvation stress, a genome-wide characterization of known and novel lncRNAs involved in these responses is still lacking. In this study, we optimized experimental protocols with both poly(A) + and poly(A)– samples to capture genome-wide lncRNAs dynamically regulated under Pi starvation condition in both roots and shoots (Fig. 2). This is the first work to globally identify lncRNAs that respond to Pi starvation. Compared with previous genomic studies [21, 35, 37, 50, 51], we found many more Pi starvation-responsive protein-coding candidates with higher occurrences that in other studies (Additional file 1: Figure S10 and Additional file 4). However, in addition to the overlapped ones, we found that many differential expression genes we annotated were not reported in other studies and the repeatability of differential expression genes among other studies is also quite low (Additional file 1: Figure S10) [21, 35, 37, 50, 51]. It may be due to different growth stages and treatment conditions: we chose 10-day-old long-term Pi-starved seedlings grown on agar plates as plant material, which was the same as many previous studies [19, 20, 67]; while some of the other studies used more than 20-day-old plant with short-term Pi starvation treatment [35, 51] and others cultured the plants with hydroponic media [21, 50] or rockwool cubes [37]. Furthermore, different differential expression calculation tools used in different studies might also contribute to the differentially expressed candidates.

Based on the GO enrichment analyses of coding genes sharing the same expression pattern with the candidate lncRNAs, we found that many nuclear genome encoded PS-related genes were suppressed in both shoots and roots (Fig. 4c and Additional file 6) [35]. Although roots are heterotrophic organs and the expressions of PS genes were severely inhibited in roots compared with shoots (Additional file 1: Figure S15), there was still a basal level expression of PS genes in roots (Additional file 6). This might be because the seedlings were grown on agar plates and the roots were in the presence of light, which is a signal required for chlorophyll accumulation in roots [68]. We further showed that the expressions of genes involved in photosystem II and the redox chain were further down-regulated in both shoots and roots and the expressions of genes related to photosystem I were only further suppressed in roots under Pi starvation condition (Additional file 1: Figure S14). Based on these analyses, we speculated that Pi deprivation in shoots caused an adaptive strategy to reduce the expressions of PS-related genes in shoots. More severe suppression of the expression of photosynthetic genes in roots under Pi starvation condition may avoid excess production of reactive oxygen species (ROS) caused by aberrant PS activity, which can greatly damage cells [69]. Previous study demonstrated that suppression of PS gene expression is required for sustaining root growth under Pi deficiency [67]. Moreover, we also uncovered many candidate lncRNAs antisense to these PS genes that may play potential roles in regulating the suppression of PS genes. The function of these lncRNAs should be further investigated.

Moreover, the sensitive strand-specific RNA library construction protocol [70] enabled us to identify many novel lncRNAs transcribed from antisense strand. Interestingly, dozens of protein-coding genes, which were antisense to lncRNAs from cluster 3, were involved in cell wall organization processes (Fig. 4a, b). Meanwhile, the cluster 3 genes directly defined by expression pattern also showed high relevance with GO terms related to morphological changes, including cell wall organization and meristem development (Fig. 4b, c). These analyses indicated that the expression levels of genes involved in cell wall organization were tightly associated/correlated with their antisense lncRNAs during Pi starvation in shoots. Another antisense example was AT5G01595.1 and *AtFer1.* Their expression levels were both induced by Pi starvation, and their promoters both contained P1BS motifs, which indicated that they were both regulated by PHR1 during Pi starvation (Fig. 5a and Additional file 1: Figure S16). AtFer1 is a ferritin, which is stored in plastids to buffer free iron and maintain iron homeostasis [71, 72]. Previous study highlighted the biochemical, physiological, and molecular link between iron and Pi homeostasis [73, 74]. There is direct evidence that PHR1 can directly bind the promoter of *AtFer1* and up-regulate its expression under Pi starvation condition [52]. Taken together, our strand-specific RNA-Seq results revealed that antisense lncRNAs might have important roles in Pi starvation signaling pathways.

PHR1 and miRNA399 are two central transcriptional and post-transcriptional signal transducers in the regulatory network of Pi starvation responses. Thus, we conducted a genome-wide investigation of the P1BS motif in the promoter regions of lncRNAs and protein-coding transcripts. We found that the upstream regions of many differentially expressed lncRNA transcripts, as well as protein-coding transcripts, contained the P1BS motif (Table 1). In addition, most of these P1BS-associated transcripts were from clusters 1 and 2 (Fig. 5c and Additional file 1: Figure S17). These results indicated that PHR1 (and its homolog PHL1) mainly regulated the PSI genes in roots. This suggestion was supported by a previous split-root study [36]. However, many PSI genes in shoots only were less affected by PHR1 and their transcriptional regulators require further identification.

We also globally analyzed the regulatory network of miR399. We predicted 16 lncRNAs and 26 protein-coding genes as miR399 potential targets by integrating the sequence and expression relevance (Table 2). Here, we calculated correlation coefficient of miR399 and its target genes using 8 matched small RNA-seq and long RNA-seq datasets from different samples, including two replicates of P+ in roots and shoots, and two replicates of P– in roots and shoots. However, when we defined a gene or lncRNA was induced or repressed under Pi starvation condition, we just compared the expression in P+ and P– conditions. So the correlation of 8 samples could be inconsistent with the differential expression trend. A well-known example might explain this inconsistency is *IPS1*, it was found to be the target mimic of mi399 previously [27]. The expression level of *IPS1* was reported to be up-regulated under P– condition, although miR399 was induced as well. Our prediction recovered PHO2, the well-known target of miR399 [55, 75]. In addition, miR399 itself can be up-regulated by PHR1 [55]. Two lncRNAs, *IPS1* and *At4*, have been found to act as decoys of miR399 during Pi starvation [27, 76]. Integrating the above information, we proposed a Pi starvation signaling network illustrating the regulatory relationship among PHR1, miR399, PHO2, and their targets (Fig. 6). In addition to *IPS1*, we adapted a published method [56] to predict other potential target mimics of Pi deficiency regulated miRNAs (Additional file 2: Table S4). This method didn’t need an expression correlation, but it had more requirements on pairing rules (e.g., a three nucleotide bulge at the middle of miRNA binding site within target mimic’s sequence). In total, we have predicted 10 potential target mimics of Pi starvation responsive miRNAs (miR399, miR156 and miR169).

Furthermore, our study provided many candidate lncRNAs that could be simultaneously regulated by PHR1 and miR399 (Tables 1 and 2, and Additional file 7). Overall, we provided a set of research clues concerning the potential roles of the lncRNAs related to the signaling regulatory network under Pi starvation condition.

## Conclusions

In summary, we systematically identified thousands of novel poly(A) + and poly(A)– lncRNAs related to Pi starvation responses in Arabidopsis. We further characterized the known and novel lncRNAs and provided a rich candidate resource for future study. This work also revealed that many lncRNAs had potential roles in regulating mRNA levels of many protein-coding genes involved in Pi starvation responses. In addition, we proposed the coding–non-coding network of Pi starvation responses, based on the PHR1–miR399–PHO2 pathway. The next challenge in the field will be further functional studies to elucidate the specific molecular roles of these candidate lncRNAs and their association/interaction with other regulatory components involved in Pi starvation responses.

## Methods

### Plant materials and growth conditions

In this study, Arabidopsis wild type (Col-0) and *phr1* mutant (*Salk_067629*) plants were all of the Columbia ecotype background. The Pi-sufficient medium (P+) contained half-strength MS salts [77] with 1 % (w/v) sucrose and 1.2 % (w/v) agar (Sigma Cat. No. A1296). The formula of Pi-deficient medium (P–) was the same as for P+ medium except for replacing 1.25 mM KH_2_PO_4_ with 0.65 mM K_2_SO_4_. Seeds were surface sterilized with 20 % (v/v) bleach for 15 min and washed three times in sterile-distilled water. After that, seeds were sown on Petri plates containing P+ or P– medium and stratified at 4 °C for 2 d. The agar plates were placed vertically in a growth room at 22–24 °C and with a photoperiod of 16/8 h of light/dark. The light intensity was 100 μmol m^−2^ s^−1^. Two independent biological replicates of 10-day-old seedlings were collected and separated into roots and shoots for extraction of total RNA.

### Poly(A) + and poly(A)– RNA purification

We adapted a published RNA purification method to extract poly(A) + and poly(A)– RNA components from total RNA [78]. Firstly, we used DNase I (Promega) to treat total RNA and then incubated the DNA-free RNA with oligo(dT) magnetic beads (Oligotex mRNA Mini Kit, Qiagen). After the incubation, poly(A) + RNAs that were bound to the beads were isolated using centrifugation and resuspension. Poly(A)– RNAs, which were retained in the supernatant of incubation products, were processed with a Ribominus kit (RiboMinus™ Plant Kit for RNA-Seq, Invitrogen, A10838-08) to deplete ribosomal RNAs that account for the largest proportion of total RNA. Each reaction was performed twice to guarantee the purity of RNA components.

### Strand-specific RNA library construction and RNA sequencing

We used a dUTP-based method to construct strand-specific RNA libraries for poly(A) + and poly(A)– RNAs. After fragmentation of RNAs, they were reverse transcribed to cDNAs and then ligated to adaptors. Finally, fragments in the range of 300–500 nt were recovered using a gel extraction kit from PCR products. Then we sequenced samples with an Illumina Hiseq 2000/2500 platform to obtain paired end reads.

### Novel lncRNA identification pipeline

We used Tophat [79] to map reads to the TAIR10 [80] genome and used Cufflinks [81] to assemble transcripts based on 16 datasets of RNA-Seq samples. All the reads mapped to chloroplast and mitochondria genome were removed, and all protein-coding transcripts and lncRNAs that were used in this study were encoded by the nuclear genome. We assembled 60,027 transcripts that consisted of 31,139 protein-coding transcripts, 393 TAIR10 lncRNAs, 817 canonical ncRNAs, 862 pseudogenic transcripts, 3844 TE-related transcripts, and 22,972 new assembled transcripts. Other than protein-coding transcripts and TAIR10 lncRNAs, we followed the steps below to filter novel lncRNAs from the newly assembled transcripts: (i) 21,459 transcripts that overlapped with annotated coding-exons and non-coding RNA-exons in TAIR10 were filtered. Of these filtered transcripts, 21,434 had overlap with exons of protein-coding transcripts and TAIR10 lncRNA transcripts from the same strand. The other 24 transcripts had overlap with exons of TAIR10 lncRNA transcripts from the antisense strand; (ii) three transcripts of length < 200 nt were filtered; and (iii) coding potential for each transcript was calculated using CPC [82], and 298 transcripts with coding potential (CPC > 0) were filtered. Finally, 1212 transcripts that passed the above filter steps were retained as novel lncRNA transcripts. For the analyses below, the calculations were based on transcript level by default, except for the GO analysis of protein-coding genes.

### Classification of lncRNAs according to their genomic positions

We categorized the genomic positions of lncRNAs according to the overlap with genomic elements. If an lncRNA overlapped with a pseudogene or TE by more than one nucleotide, it was defined as a pseudogenic or TE-related lncRNA. If an lncRNA was located at the antisense strand of a protein-coding transcript, it was defined as antisense lncRNA. Other transcripts without any overlap or antisense relationship with annotated genes were classified as intergenic lncRNAs, parts of which were defined as *cis*-lncRNAs when the distance between lncRNAs and adjacent genes was ≤ 500 nt.

### Comparison with lncRNAs collected by PlncDB

We set two different criteria to overlap our defined lncRNAs with the lncRNAs in PlncDB: i. the overlapped length of a novel lncRNA with the collected lncRNA was more than 1 nt; ii. the ratio between the overlapped length and full length of a lncRNA was larger than 0.5. In the Additional file 3, we listed the overlapped ones based on criterion ii. PlncDB includes lncRNAs collected from five studies/resources, including EST datasets, two tilling array data sets (seedlings and seeds), RepTAS and RNA-seq studies [44–46].

### Classification of poly(A) + and poly(A)– lncRNAs

We classified lncRNAs into two groups: poly(A) + and poly(A)– lncRNAs. The criterion to define the type of lncRNAs was to compare the expression level of lncRNA of corresponding poly(A) + and poly(A)– samples. Firstly, we filtered low-expressed transcripts that had RPKM (Reads Per Kilobase of transcript per Million mapped reads) < 0.1 among 16 samples. For each transcript, we calculated a ratio of expression level (RPKM) of poly(A) + over expression level of poly(A)– sample. If the ratio for an lncRNA was ≥ 2, we defined it as a poly(A) + lncRNA; if the ratio was ≤ 0.5, we defined it as a poly(A)– lncRNA; and if the ratio was within 0.5–2, we classified them into a bimorphic group.

### Differential expressions under P+/P– conditions and transcript expression patterns in shoots and roots

We used eXpress [83] to measure the expression level of transcripts. The lncRNAs were assigned corresponding expression values according to their polyadenylation type: poly(A) + and bimorphic lncRNAs used expression values from poly(A) + samples; and expression levels of poly(A)– lncRNAs were based on poly(A)– samples. Then we used DESeq2 [84] to perform differential expression analysis. We calculated the fold-change of expression levels in Pi deficiency and Pi sufficiency and used *P-*values to filter the differentially expressed lncRNAs and protein-coding transcripts. We treated transcripts that had over two fold change with *P* < 0.05 as significantly differentially expressed; if transcripts only had over two fold change but without *P* < 0.05, we considered them not to be significantly expressed. Then we classified transcripts into six clusters according to their different levels of response in roots and shoots. Clusters 1 and 4 contained transcripts that were significantly induced or repressed in both roots and shoots. Clusters 2 and 5 included transcripts significantly induced or repressed only in roots. Clusters 3 and 4 consisted of transcripts significantly induced or repressed only in shoots.

### Validation of candidate lncRNAs with qRT-PCR

Total RNA was extracted with the Trizol reagent (Invitrogen) from 10-day-old seedlings. Of DNase-treated RNA, 2 μg was reverse transcribed in a 50-μL reaction using Takara MLV-Reverse transcriptase with random primer (Thermo) according to the manufacturer’s manual. cDNA was amplified using SYBR Premix Ex Taq (TaKaRa) on a Bio-Rad CFX96 real-time PCR detection system. Actin2 mRNA was used as an internal control. The genes and their primers are listed in Additional file 2: Table S3.

### GO enrichment and pathway enrichment analyses

We used DAVID [85] for the GO enrichment analyses of protein-coding genes among the six clusters. We used balloonplot of ggplot2 in the R statistical package [86] to visualize the result. We used MapMan [87] for pathway analysis of protein-coding genes. The input values for MapMan were the fold-changes of genes between P– and P+ conditions (Additional file 1: Figure S14), or the fold-changes of genes between roots and shoots under P+ condition (Additional file 1: Figure S15).

### P1BS motif search at the promoter regions and PHR1 target prediction

As coding sequences have been annotated very well for protein-coding genes, we treated the 2-kb upstream from the first ATG of a gene as its promoter. When lncRNAs lacked annotation, we set the upstream 2 kb from the start site of transcripts as their promoters. We used MEME [85] to generate a position weight matrix (PWM) for a given motif, based on the published P1BS motif sequence [12], and then processed with FIMO [53] to predict the motif enrichment at promoter regions of genes and lncRNAs (cutoff: *P* < 1e-3). As there were no available ChIP-Seq data for PHR1 in Arabidopsis, we also used other filter criteria to decrease the false positive rate of the target prediction based on motif search only. We required that these P1BS-motif enriched transcripts should respond to Pi starvation (significantly differentially expressed during P– treatment) and have chromatin accessibility (positive DNase value) at the promoter region (Additional file 7). We used the public DNase data [88] to measure the chromatin accessibility of the Arabidopsis whole genome.

### miRNA target prediction

We used psRobot [58] to predict targets of miRNAs. We set miRNA target score ≤ 5 as the cutoff for target prediction. We calculated Pearson’s correlation coefficient (PCC) to represent expression value of miRNAs and long transcripts. The cutoff for expression correlation was PCC < 0.5 [89].

## Abbreviations

ceRNA, competing endogenous RNA; GO, gene ontology; NAT, natural antisense transcript; NPA, poly(A)-; P–, Pi-deficient; P+, Pi-sufficient; PA, poly(A)+; R, root; S, shoot; TF, transcription factor

## Additional files

Additional file 1: Supporting **Figures S1–S22.** This file contains all supporting figures. (DOCX 11257 kb) Additional file 2: Supporting **Tables S1–S4.** This file contains all supporting tables. (DOCX 75 kb) Additional file 3: Coordinates of novel lncRNAs in RefFlat format. This file contains the detailed coordinates of each novel lncRNAs, including the start and end positions of exons. (XLSX 136 kb) Additional file 4: Differentially expressed protein-coding transcripts and lncRNAs under Pi starvation. This file contains all P– regulated protein-coding transcripts and lncRNAs. (XLSX 1710 kb) Additional file 5: Protein-coding genes and their (anti-)co-expressed antisense lncRNAs. This file contains all (anti-)co-expressed genes and their antisense lncRNAs pairs. (XLSX 69 kb) Additional file 6: Photosynthesis-related and P– repressed genes in roots and shoots. This file contains genes that are regulated by Pi starvation and involved in photosynthesis pathway. (XLSX 33 kb) Additional file 7: LncRNAs and protein-coding genes with P1BS motif at promoters. This files contains lncRNAs and protein-coding genes whose promoter regions contain P1BS motif.

# Supplementary material for: Systematic characterization of novel lncRNAs responding to phosphate starvation in Arabidopsis thaliana
**Source:** BMC Genomics. 2016 Aug 18;17:655. doi: 10.1186/s12864-016-2929-2
**Supplement:** Additional file 1: — Supporting Figures S1–S22. This file contains all supporting figures.

**Supporting Information**

Supporting Figures 2

Figure S1. Morphological appearance of *Arabidopsis* seedling grown for 10 d on Pi-sufficient or -deficient media. Bar = 0.5 cm. 2

Figure S2. Proportion of all assembled transcripts. 3

Figure S3. Polyadenylation proportion of lncRNAs. 4

Figure S4. Genomic features of poly(A)+ and poly(A)– lncRNAs. 5

Figure S5. Saturation plot of protein-coding transcripts, TAIR10 lncRNAs and novel lncRNAs. 6

Figure S6. Epigenetic signatures of lncRNAs around transcription start site (TSS). 7

Figure S7. Sequence conservation (phastCons score) of lncRNAs. 8

Figure S8. Sequence and structure conservation of novel lncRNAs. 9

Figure S9. Validation of expression levels of bimorphic lncRNAs in poly(A)+ and poly(A)– samples. 10

Figure S10. Comparative analysis of P– responsive protein-coding genes that identified via RNA-Seq and array. 11

Figure S11. More candidate P– responsive lncRNAs were validated in roots and shoots. 12

Figure S12. Polyadenylation for the lncRNAs in different clusters. 13

Figure S13. Differential alternative splicing events of lncRNAs among clusters. 14

Figure S14. Repressed photosynthetic genes in roots and shoots under P– condition during photosynthesis. 15

Figure S15. Repressed photosynthetic genes in roots under P+ condition during photosynthesis. 16

Figure S16. qRT-PCR validation of *AtFer1* and AT5G01595 in *phr1* mutant. 17

Figure S17. Enrichment of P1BS motif at the promoters of protein-coding transcripts and lncRNAs among clusters. 18

Figure S18. Correlation between P1BS motif numbers and fold-change of expression levels for protein coding transcripts. 19

Figure S19. Position preference of P1BS motif. 20

Figure S20. Protein-coding genes regulated by PHR1 were less induced in *phr1* and *phr1phl1* mutant. 21

Figure S21. qRT-PCR validation of protein-coding marker genes in *phr1* mutant. 22

Figure S22. miRNAs response to phosphate starvation. 23

References 24

# Supporting Figures

## Figure S1. Morphological appearance of *Arabidopsis* seedling grown for 10 d on Pi-sufficient or -deficient media. Bar = 0.5 cm.

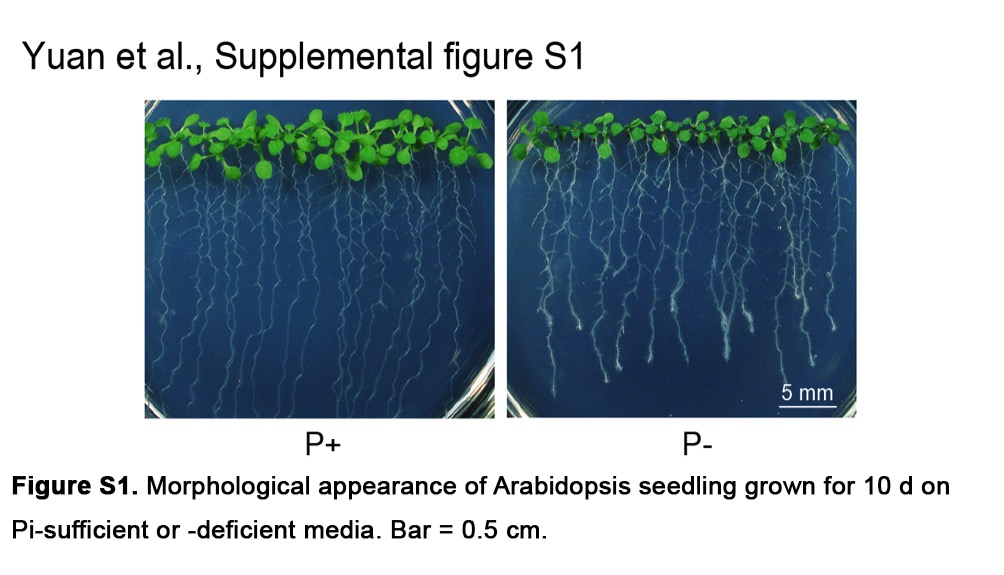

## Figure S2. Proportion of all assembled transcripts.

#
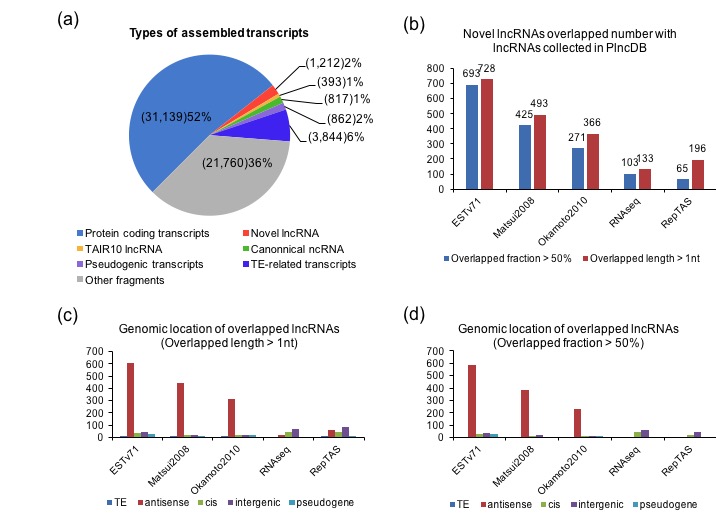

**(a)** Subsequently, 60,027 transcripts were assembled in total, which consisted of 31,139 protein-coding transcripts, 393 TAIR10 lncRNAs, 817 canonical ncRNAs, 862 pseudogenic transcripts, 3,844 TE-related transcripts and 22,972 new assembly transcripts. Among these transcripts, mostly were protein-coding transcripts, and lncRNAs account for a small fraction of all assembled transcripts. Almost third of assembled transcripts (labeled as other fragments) had been filtered because of overlaps with annotations of TAIR10 or high coding potentials. During the novel lncRNAs filter steps: firstly, we filtered 21,459 transcripts that overlapped with coding-exons and noncoding RNA-exons annotated in TAIR10; secondly, we filtered 3 transcripts that were less than 200nt; thirdly, we filtered 298 transcripts with high coding-potential (CPC>0). Finally, we obtained 1,212 novel lncRNA transcripts.

**(b)** We compared our defined 1,212 novel lncRNAs with those lncRNAs collected by PlncDB. These lncRNAs were collected from previous five studies. We set two different criteria to overlap our defined lncRNAs with those lncRNAs that PlncDB collected. We found many of our defined lncRNAs were overlapped with NATs defined by EST and other two tilling array studies. And a small fraction of lncRNAs was overlapped with lincRNAs that defined by the RNAseq and RepTAS studies.

**(c)-(d)** We compared the genomic location of overlapped lncRNAs to find that majority of these lncRNAs that overlapped with NATs were antisense lncRNAs, which was an expected result.

## Figure S3. Polyadenylation proportion of lncRNAs.

**(a)** Polyadenylation proportion of TAIR10 annotated lncRNAs.

**(b)** Polyadenylation proportion of novel lncRNAs.

Over 70% of TAIR10 annotated and novel lncRNAs were defined as poly(A)+ transcripts. Interestingly, more lncRNAs were defined as poly(A)– transcripts under P– condition than under P+ condition. Moreover, more lncRNAs were exchanged from poly(A)+ group to bimorphic group because of their decreased abundances in poly(A)+ samples or increased expression levels in poly(A)– samples (data not shown).

## Figure S4. Genomic features of poly(A)+ and poly(A)– lncRNAs.

**(a)** LncRNAs have shorter transcript length than protein-coding transcripts.

**(b)** LncRNAs have shorter exon length than protein-coding transcripts.

**(c)** Poly(A)– transcripts of lncRNAs tended to have lower GC content than other types.

We compared the TAIR10 annotated and novel lncRNAs in different levels, such as transcript length, exon length, and GC content. Novel lncRNAs had longer exon length than protein-coding transcripts due to sufficient sequencing depth to achieve almost real full length of exons (Table S2). When compared poly(A)+ and poly(A)– lncRNAs within a certain type, we found that poly(A)+ lncRNAs showed longer transcript length and more exon number than poly(A)– transcripts (Figure S3A, S3B, 2B, Table S2). Interestingly, poly(A)– transcripts harvested in longer exon length than poly(A)+ transcripts (Figure S4C, Table S2). Poly(A)– lncRNAs tended to have lower GC content than other types, especially for annotated poly(A)– transcripts (Figure S4D, Table S2) [1].

## Figure S5. Saturation plot of protein-coding transcripts, TAIR10 lncRNAs and novel lncRNAs.

**(a)** Saturation plot of protein-coding transcripts**.**

**(b)** Saturation plot of TAIR10 annotated lncRNAs.

**(c)** Saturation plot of novel lncRNAs.

**Datasets**: Number of RNA-seq data used. **Ratio**: the proportion that the number of transcripts expressed based on a certain number of datasets relative to the number of total transcripts expressed based on all 16 RNA-seq datasets. **Expression cutoff**: protein-coding transcripts and lncRNAs that mapped with at least 5 RNA-seq reads were defined as expressed transcripts.

From the saturation plot of protein-coding genes and lncRNAs, we noticed that detected ratio of TAIR10 annotated and novel lncRNAs were dependent on the number of RNA-seq datasets used. Along with more RNA-seq data added, more lncRNAs could be assembled and the ratio tended to be stable until about 10 datasets were used. That is to say, detection of lncRNAs relied on the amount and abundance of datasets. Whereas, due to the higher expression levels of protein-coding transcripts, they could be detected only based on a few of datasets so that they only needed about 6 datasets to reach the complete assembled ratio.

## Figure S6. Epigenetic signatures of lncRNAs around transcription start site (TSS).

**(a)-(c)** H3K4me2, H3K4me3 and H3K9Ac signal were enriched around the transcription start site (TSS).

**(d)** DNase peaks were enriched around TSS.

To determine whether the novel lncRNAs were independent transcripts rather than degradation products or extensions of coding genes, we combined public ChIP-Seq data for epigenetic signatures that was associated with transcriptional activity, including H3K4me2, H3K9Ac and H3K4me3. We observed enrichment of histone modifications around transcription start sites (TSS) for both coding and non-coding transcripts. Protein-coding transcripts had the highest enrichment, following the TAIR10 lncRNAs and novel lncRNAs. LncRNAs showed much higher enrichment than shuffled transcripts to indicate they were actively transcribed.

Moreover, we used DNase data to measure chromatin accessibilities around TSS of coding and non-coding transcripts. We found that DNase peaks of all kinds of transcripts were remarkably enriched around TSS when compared with shuffled ones.

## Figure S7. Sequence conservation (phastCons score) of lncRNAs.

We further analyzed the conservation levels of lncRNAs. We separated exons and introns of each kind of transcripts to assign the highest phastcons score within the region. Two trends were observed that coding transcripts were more conserved than noncoding ones and exons always showed higher phastCons score than introns of a certain type of transcript. Interestingly, the exons of novel lncRNAs were more conserved than exons of TAIR10 lncRNAs and introns of protein-coding transcripts.

## Figure S8. Sequence and structure conservation of novel lncRNAs.

**Rfam:** lncRNA have conserved structure annotated in Rfam. **Blast:** lncRNA have conserved sequence with canonical ncRNAs annotated in TAIR10.

We used Blast to align sequences of novel lncRNA transcripts to the TAIR10 annotated canonical ncRNAs, including rRNA, tRNA, miRNA, snRNA and snoRNA. We found 20 novel lncRNAs were sequence conserved with the annotated canonical ncRNAs. Besides, we used INFERNAL[2] to scan *Arabidopsis* genome to search conserved structures of novel lncRNAs that were homologous with annotations in Rfam. We found 10 lncRNAs, among which 9 lncRNAs that were both sequence and structure conserved. Since lncRNAs having conserved structures or sequences with canonical ncRNAs have been reported to be functional in biological processes [3, 4], we kept these 21 conserved lncRNAs for further study.

## Figure S9. Validation of expression levels of bimorphic lncRNAs in poly(A)+ and poly(A)– samples.

**(a)** Validation of TAIR10 bimorphic lncRNAs.

**(b)** Validation of novel bimorphic lncRNAs.

**PA:** lncRNAs enriched in poly(A)+ samples; **NPA:** lncRNAs enriched in poly(A)– samples.Bimorphic lncRNAs didn’t show distinguishable expression differences between poly(A)+ and poly(A)– samples so that they could be defined as neither poly(A)+ lncRNAs nor poly(A)– lncRNAs. Bimorphic lncRNAs might generated from poly(A)+ transcripts and then processed to shorten or remove their poly(A) tails, which could be supported by evidences that there were a quarter of genes had a short poly(A) tail of less than 30 nucleotides[5, 6]. Moreover, about 24% lncRNAs had proven they may lack a classic poly(A) tail[7, 8]. These studies threw light on the existences of bimorphic and poly(A)– lncRNAs.

## Figure S10. Comparative analysis of P– responsive protein-coding genes that identified via RNA-Seq and array.

**(a)** Comparison of P– responsive genes that identified by RNA-seq and microarray.

**(b)** Comparison of P– responsive genes that identified by RNA-seq and microarray in roots and shoots, respectively.

Venn diagrams showed overlap number of P– regulated genes from different studies. Because of the deep sequencing depth of RNA-seq data, more P– responsive protein-coding genes and lncRNAs were detected based on our datasets compared with previous array data [9-13]. All of these studies had identified hundreds of P– induced or repressed protein-coding genes, and some studies[9, 13] separated roots and shoots as well. Taken the experimental variations and batch effects into consideration, we found that candidate P– regulated genes generated from RNA-seq were well reproduced with array data.

## Figure S11. More candidate P– responsive lncRNAs were validated in roots and shoots.

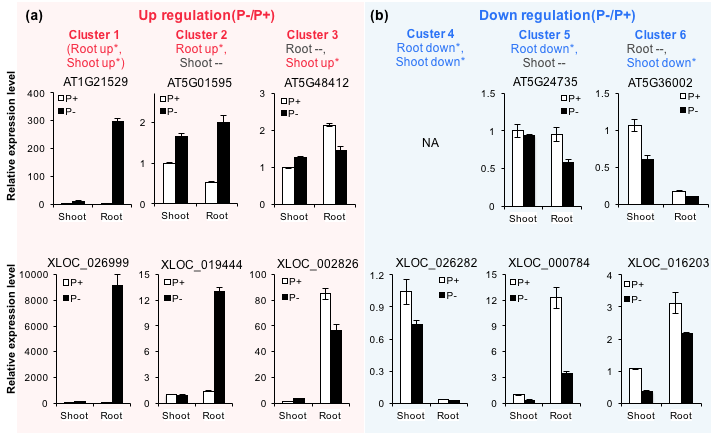

**(a)** Validation of P– induced TAIR10 lncRNAs and novel lncRNAs.

**(b)** Validation of P– repressed TAIR10 lncRNAs and novel lncRNAs.

**P+**: relative expression levels of lncRNAs under Pi sufficient condition (labeled as white bar). **P–:** relative expression levels of lncRNAs under Pi deficient condition (labeled as black bar). The light pink and link blue background represented lncRNAs that were induced or repressed under Pi starvation conditions, respectively.

In addition to the main figure, we show more candidate lncRNAs from the six clusters, which were confirmed with qRT-PCR. Their relative expression levels were consistent with RNA-seq data. The y-axis value referred to relative expression levels that measured by qRT-PCR.

## Figure S12. Polyadenylation for the lncRNAs in different clusters.

##

**(a)** Polyadenylation of TAIR10 differentially expressed lncRNAs of 5 clusters.

**(b)** Polyadenylation of novel differentially expressed lncRNAs of 6 clusters.

Based on the previous results of poly(A)+ and poly(A)– classification (Figure 2A), we counted polyA(+) and poly(A)– lncRNAs for each cluster. The TAIR10 annotated lncRNAs of cluster 1, 2 and 5 were entirely classified into poly(A)+ group. Meanwhile, there were a comparable number of poly(A)– lncRNAs in cluster 2, 3, 5 and 6 for the novel lncRNAs. This was expected because only our study had sequenced the nonpolyA RNA libraries.

## Figure S13. Differential alternative splicing events of lncRNAs among clusters.

**(a)** Differentially alternative splicing of TAIR10 lncRNAs of 5 clusters.

**(b)** Differentially alternative splicing of novel lncRNAs of 6 clusters

**SE**: Skipped exon; **RI**: Retained intron; **MXE**: Mutually exclusive exons; **A5SS**: Alternative 5’ splice site; **A3SS**: Alternative 3’ splice site.

Differentially alternative splicing events happened for both TAIR10 and novel lncRNAs under P– conditions. It showed that differentially splicing events were mainly enriched in lncRNAs of cluster 6. A couple of novel lncRNAs in cluster 5 were detected A3SS type alternative splicing events. Main patterns of alternative splicing were retained intron (RI), alternative 3’ splice site (A3SS) and skipped exon (SE).

## Figure S14. Repressed photosynthetic genes in roots and shoots under P– condition during photosynthesis.

Differentially expressed genes and lncRNAs of clusters 5 and 6 that were involved in light reactions of photosynthesis. P– repressed genes in roots and shoots and their antisense lncRNAs were labeled. From these photosynthetic genes and lncRNAs, the response patterns of light reactions in roots and shoots were found to differ, especially in photosystem I.

## Figure S15. Repressed photosynthetic genes in roots under P+ condition during photosynthesis.

It is well known that photosynthesis reactions in roots are severely suppressed because of the lack of chloroplast[9]. Thus, we compared expression levels of photosynthetic genes in roots and shoots under P+ condition. It turned out to be that a number of genes were repressed in roots during light reactions of photosynthesis under normal condition compared with in shoots, which indicated that the suppression of photosynthesis process in roots had happened under normal condition. Combined this finding with the results shown in Figure 4d, we observed that a proportion of photosynthesis-suppressed genes in roots were even heavier repressed under P– condition, which was consistent with previous studies[9-11].

## Figure S16. qRT-PCR validation of *AtFer1* and AT5G01595 in *phr1* mutant.

qRT-PCR validation of *AtFer1* and AT5G01595 in *phr1* mutant. Both of *AtFer1* and AT5G01595 had P1BS motif at their promoter regions, and they were less induced in *phr1* mutant.

## Figure S17. Enrichment of P1BS motif at the promoters of protein-coding transcripts and lncRNAs among clusters.

**(a)** P1BS motif enrichment of differentially expressed genes of 6 clusters. Compared motif enriched ratio of all differentially expressed genes of 6 clusters, we found that P1BS were significantly enriched at promoters of genes in cluster 1 and 2, approximately to 60% and 45%. **All:** We set all protein-coding transcripts as control. The difference in ratios is tested using χ² test: **a** compared with **b**, *P-value*<0.01; no significant difference within **a** and **b.**

**(b)-(c)** Average P1BS content at promoters of motif enriched genes or lncRNAs in cluster 1-3. **P– regulated coding transcripts/lncRNAs** referred to all P– responsive protein-coding transcripts/lncRNAs among 6 clusters. We found more P1BS motifs at the promoters of lncRNAs belonging to cluster 1 and 2 compared with all phosphate starvation regulated lncRNAs. The same trend could be observed for protein-coding genes. Motif-enriched lncRNAs of cluster 2 had almost 2 P1BS motifs at promoters on average, as well as the protein-coding genes with P1BS motif in cluster 1, which provided more accessibility for PHR1 to target.

## Figure S18. Correlation between P1BS motif numbers and fold-change of expression levels for protein coding transcripts.

**(a)** Correlation between P1BS content and fold of induction in Pi starvation in roots.

**(b)** Correlation between P1BS content and fold of induction in Pi starvation in shoots.

Along with the number of P1BS motif at promoters of protein-coding genes among cluster 1-3 was increasing, their fold change of expression level induced by Pi starvation was raised. It suggested that inducibility of PHR1 had a correlation with the P1BS motif number at promoter regions. The header numbers in the gray box standard for motif number.

## Figure S19. Position preference of P1BS motif.

**(a)** Position preference of P1BS motif in promoters of lncRNAs.

**(b)** Position preference of P1BS motif in promoters of protein coding genes.

**P– regulated lncRNAs/coding transcripts** referred to all P– responsive lncRNAs or protein-coding transcripts among 6 clusters.We did further analysis to test position distribution of P1BS motif of lncRNAs and genes among the up-regulated transcripts (cluster 1-3). We separated the promoter region into two regions, proximal and distal. The proximal region was the 1kb region that next to the gene body, and distal region referred to the 1kb that located further to the gene body. Thus, we measured the motif enrichment of the two regions to see the position preference of P1BS. It was interesting to find that most P1BS motif of lncRNAs from cluster 1 tended to locate in proximal promoter region. The position preference of P1BS could also be observed in protein-coding genes.

## Figure S20. Protein-coding genes regulated by PHR1 were less induced in *phr1* and *phr1phl1* mutant.

**(a)** All of these genes were significantly induced by phosphate starvation in roots and shoot, called P– starvation marker genes. Furthermore, public array data of *phr1* and *phr1phl1* mutant were combined to measure their fold change of expression level induced by Pi starvation. It was obviously that the fold inductions of all marker genes were reduced in *phr1* and *phr1phl1* mutant.

**(b)** Fold inductions of protein-coding genes in cluster1 were lower in *phr1* and *phr1phl1* mutant. Protein-coding genes in cluster 1 were the set of genes that induced most significantly under Pi starvation and had more possibilities to be regulated by PHR1. There was a similar pattern that their fold change of expression level induced by Pi deficient in *phr1* and *phr1phl1* mutant were decreased compared with the fold change in Col-0.

**(c)** Protein-coding genes that without P1BS motif at promoter and without fold induction under Pi deficient condition didn’t show apparent expressional change between Col-0 and mutants. Genes that without P1BS motif in promoter and induction by Pi starvation were chosen as negative control, and they weren’t detected any apparent expressional change between Col-0 and mutants.

## Figure S21. qRT-PCR validation of protein-coding marker genes in *phr1* mutant.

qRT-PCR validation of Pi starvation induced (PSI) genes in *phr1* mutant. We randomly picked some marker genes with P1BS motif at promoters to validate their expression level in *phr1* mutant using qPCR. Marker genes showed lower fold changes in *phr1* mutantthatinduced by Pi starvationcompared with the value in Col-0.

## Figure S22. miRNAs response to phosphate starvation.

**(a)** miRNAs regulated in roots under P– condition.

**(b)** miRNAs regulated in shoots under P– condition.

Several miRNAs revealed to be differentially expressed in roots and shoots under Pi starvation. 13 and 11 miRNAs were significantly induced in roots and shoots, respectively.

# References

1. Tanne A, Muniz LR, Puzio-Kuter A, Leonova KI, Gudkov AV, Ting DT, Monasson R, Cocco S, Levine AJ, Bhardwaj N *et al*: **Distinguishing the immunostimulatory properties of noncoding RNAs expressed in cancer cells**. *Proceedings of the National Academy of Sciences of the United States of America* 2015, **112**(49):15154-15159.

2. Nawrocki EP, Kolbe DL, Eddy SR: **Infernal 1.0: inference of RNA alignments**. *Bioinformatics* 2009, **25**(10):1335-1337.

3. Wilusz JE, Freier SM, Spector DL: **3' end processing of a long nuclear-retained noncoding RNA yields a tRNA-like cytoplasmic RNA**. *Cell* 2008, **135**(5):919-932.

4. Hsieh LC, Lin SI, Shih AC, Chen JW, Lin WY, Tseng CY, Li WH, Chiou TJ: **Uncovering small RNA-mediated responses to phosphate deficiency in Arabidopsis by deep sequencing**. *Plant physiology* 2009, **151**(4):2120-2132.

5. Gu H, Das Gupta J, Schoenberg DR: **The poly(A)-limiting element is a conserved cis-acting sequence that regulates poly(A) tail length on nuclear pre-mRNAs**. *Proceedings of the National Academy of Sciences of the United States of America* 1999, **96**(16):8943-8948.

6. Meijer HA, Bushell M, Hill K, Gant TW, Willis AE, Jones P, de Moor CH: **A novel method for poly(A) fractionation reveals a large population of mRNAs with a short poly(A) tail in mammalian cells**. *Nucleic acids research* 2007, **35**(19):e132.

7. Wu Q, Kim YC, Lu J, Xuan Z, Chen J, Zheng Y, Zhou T, Zhang MQ, Wu CI, Wang SM: **Poly A- transcripts expressed in HeLa cells**. *PloS one* 2008, **3**(7):e2803.

8. Cui P, Lin Q, Ding F, Xin C, Gong W, Zhang L, Geng J, Zhang B, Yu X, Yang J *et al*: **A comparison between ribo-minus RNA-sequencing and polyA-selected RNA-sequencing**. *Genomics* 2010, **96**(5):259-265.

9. Wu P, Ma L, Hou X, Wang M, Wu Y, Liu F, Deng XW: **Phosphate starvation triggers distinct alterations of genome expression in Arabidopsis roots and leaves**. *Plant physiology* 2003, **132**(3):1260-1271.

10. Misson J, Raghothama KG, Jain A, Jouhet J, Block MA, Bligny R, Ortet P, Creff A, Somerville S, Rolland N *et al*: **A genome-wide transcriptional analysis using Arabidopsis thaliana Affymetrix gene chips determined plant responses to phosphate deprivation**. *Proceedings of the National Academy of Sciences of the United States of America* 2005, **102**(33):11934-11939.

11. Morcuende R, Bari R, Gibon Y, Zheng W, Pant BD, Blasing O, Usadel B, Czechowski T, Udvardi MK, Stitt M *et al*: **Genome-wide reprogramming of metabolism and regulatory networks of Arabidopsis in response to phosphorus**. *Plant Cell Environ* 2007, **30**(1):85-112.

12. Muller R, Morant M, Jarmer H, Nilsson L, Nielsen TH: **Genome-wide analysis of the Arabidopsis leaf transcriptome reveals interaction of phosphate and sugar metabolism**. *Plant physiology* 2007, **143**(1):156-171.

13. Woo J, MacPherson CR, Liu J, Wang H, Kiba T, Hannah MA, Wang XJ, Bajic VB, Chua NH: **The response and recovery of the Arabidopsis thaliana transcriptome to phosphate starvation**. *BMC plant biology* 2012, **12**:62.

# Supplementary material for: Systematic characterization of novel lncRNAs responding to phosphate starvation in Arabidopsis thaliana
**Source:** BMC Genomics. 2016 Aug 18;17:655. doi: 10.1186/s12864-016-2929-2
**Supplement:** Additional file 2: — Supporting Tables S1–S4. This file contains all supporting tables.

**Supporting Information**

Supporting Tables 2

Table S1. Mapping ratios of samples 2

Table S2. Summary of characteristics of lncRNAs 3

Table S3. Sequences of the primers used for quantitative real-time PCR. 4

Table S4. Correlation between P– regulated miRNAs and potential target mimics 5

References 6

# Supporting Tables

## Table S1. Mapping ratios of samples

| **Ecotype** | **Tissue** | **Condition** | **Library Type** | **Total reads** | **Mapped reads** | **Mapping reads ratio** | **Mapping chrPt and chrMt ratio^1^** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Col-0 | Root | P– | Poly(A)– | 31,438,216 | 29,131,388 | 92.70% | 14.70% |
| Col-0 | Root | P– | Poly(A)– | 23,641,042 | 22,508,820 | 95.20% | 17.10% |
| Col-0 | Root | P– | Poly(A)+ | 32,339,258 | 30,362,997 | 93.90% | 2.30% |
| Col-0 | Root | P– | Poly(A)+ | 26,521,464 | 25,040,530 | 94.40% | 0.90% |
| Col-0 | Shoot | P– | Poly(A)– | 18,181,630 | 17,326,819 | 95.30% | 70.90% |
| Col-0 | Shoot | P– | Poly(A)– | 15,634,394 | 14,787,050 | 94.60% | 61.90% |
| Col-0 | Shoot | P– | Poly(A)+ | 24,620,434 | 23,186,351 | 94.20% | 7.80% |
| Col-0 | Shoot | P– | Poly(A)+ | 23,482,546 | 21,650,500 | 92.20% | 5.60% |
| Col-0 | Root | P+ | Poly(A)– | 37,998,498 | 35,401,640 | 93.20% | 5.70% |
| Col-0 | Root | P+ | Poly(A)– | 21,813,768 | 20,744,633 | 95.10% | 15.70% |
| Col-0 | Root | P+ | Poly(A)+ | 42,398,304 | 38,558,711 | 90.90% | 0.30% |
| Col-0 | Root | P+ | Poly(A)+ | 27,145,560 | 25,869,361 | 95.30% | 0.70% |
| Col-0 | Shoot | P+ | Poly(A)– | 25,729,416 | 24,574,889 | 95.50% | 70.30% |
| Col-0 | Shoot | P+ | Poly(A)– | 17,540,162 | 16,641,362 | 94.90% | 66.20% |
| Col-0 | Shoot | P+ | Poly(A)+ | 24,137,118 | 23,038,009 | 95.40% | 3.80% |
| Col-0 | Shoot | P+ | Poly(A)+ | 32,508,476 | 30,895,902 | 95.00% | 2.20% |

^1^Ratio of reads mapped to chloroplast and mitochondria genome of *Arabidopsis* genome.

We found that 60-70% of the reads from shoot’s poly(A)– RNA samples were mapped to chloroplast and mitochondria genomes of *Arabidopsis*, which was consistent with previous studies showing the majority of poly(A)– RNAs in shoot and leaves were from chloroplast and mitochondria (Gagliardi *et al.* 2001, Schuster *et al.* 1999).

## Table S2. Summary of characteristics of lncRNAs

| **Type** | | **Protein-coding transcripts** | **TAIR10 poly(A)+ lncRNAs** | **TAIR10 poly(A)**– **lncRNAs** | **Novel poly(A)+ lncRNAs** | **Novel poly(A)**– **lncRNAs** |
| --- | --- | --- | --- | --- | --- | --- |
| **Exon length/nt** | **Min.** | 1 | 3 | 31 | 1 | 10 |
|  | **Median** | 160 | 274 | 212.5 | 487 | 643 |
|  | **Max.** | 7761 | 2614 | 2742 | 6385 | 4582 |
| **Exon Number** | **Min.** | 1 | 1 | 1 | 1 | 1 |
|  | **Median** | 4 | 2 | 2 | 2 | 1 |
|  | **Max.** | 79 | 10 | 5 | 17 | 4 |
| **Transcript length/nt** | **Min.** | 75 | 204 | 126 | 207 | 278 |
|  | **Median** | 1374 | 878 | 563.5 | 1126 | 963 |
|  | **Max.** | 16347 | 3426 | 5159 | 6385 | 4818 |
| **GC content** | **Min.** | 0.2481 | 0.2823 | 0.3149 | 0.2742 | 3031 |
|  | **Median** | 0.4214 | 0.4104 | 0.377 | 0.4093 | 0.4102 |
|  | **Max.** | 0.6901 | 0.563 | 0.5856 | 0.5515 | 0.5504 |

Detailed number of exon length, exon number, transcript length and GC content for protein-coding transcripts, TAIR10 annotated poly(A)+/– lncRNAs, novel poly(A)+/– lncRNAs were listed in Table S3. LncRNAs revealed longer exon length than protein-coding transcripts, especially novel lncRNAs. Protein-coding transcripts exhibited the most exon number and the longest transcript length of these types. Poly(A)+ lncRNAs had longer transcript than poly(A)– lncRNAs did and poly(A)– lncRNAs showed lower GC content than other types.

## Table S3. Sequences of the primers used for quantitative real-time PCR.

## Table S4. Correlation between P– regulated miRNAs and potential target mimics

| **miRNA** | **Target** | **PCC ^a^** | **Target score ^b^** | **Cluster ID ^c^** |
| --- | --- | --- | --- | --- |
| miR399a | XLOC_016349 | -0.18 | 3 | 6 |
| miR399b | XLOC_013840 | -0.63 | 4.5 | 6 |
| miR399c-3p | XLOC_013840 | -0.53 | 4.5 | 6 |
| miR399e | XLOC_016349 | -0.35 | 3 | 6 |
| miR156j | XLOC_029476 | -0.51 | 4 | 3 |
| miR169a-3p | XLOC_015007 | -0.31 | 2.8 | 6 |
| miR169d | XLOC_016349 | -0.22 | 4.2 | 6 |
| miR169e | XLOC_016349 | -0.26 | 4.2 | 6 |
| miR169f-5p | XLOC_016349 | -0.21 | 4.2 | 6 |
| miR169g-5p | XLOC_016349 | -0.26 | 4.2 | 6 |

**Note:**

a, PCC refers the expression correlation of miR399 and its target genes.

b, Target score is the target match score calculated by psRobot, and lower target score represents better base pair match between miRNA and targets. Then we filtered target mimics of Pi deficiency regulated miRNAs, as the method showed by Wu H et al (Wu *et al.* 2013). The predicted target mimics needed to meet the below criteria: i. perfect nucleotide pairing was required at the 5' end second to eighth positions of miRNA sequence; ii. bulges were only permitted at the 5' end ninth to 12th positions of miRNA sequence; iii. the bulge in eTMs should be composed of only three nucleotides; iv. except for the central bulge, the total mismatches within eTM and miRNA pairing regions should be no more than three.

c, The last column indicates the cluster that target genes or lncRNAs belonging to.

# References

**Gagliardi, D., Perrin, R., Marechal-Drouard, L., Grienenberger, J.M. and Leaver, C.J.** (2001) Plant mitochondrial polyadenylated mRNAs are degraded by a 3'- to 5'-exoribonuclease activity, which proceeds unimpeded by stable secondary structures. *The Journal of biological chemistry*, **276**, 43541-43547.

**Schuster, G., Lisitsky, I. and Klaff, P.** (1999) Polyadenylation and degradation of mRNA in the chloroplast. *Plant physiology*, **120**, 937-944.

**Wu, H.J., Wang, Z.M., Wang, M. and Wang, X.J.** (2013) Widespread long noncoding RNAs as endogenous target mimics for microRNAs in plants. *Plant physiology*, **161**, 1875-1884.

How the deposited data were processed for this re-analysis (not part of the article)

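The libraries came from roots and shoots of 10-day-old Arabidopsis seedlings grown on P+ or P– medium, each as a poly(A)+ and a poly(A)– fraction with 2 replicates, 16 libraries in 8 groups. The authors aligned the reads with TopHat2 to TAIR10, removed reads of the organelles, assembled transcripts with Cufflinks, kept transcripts of at least 200 nt with no exon of a known gene on the same strand and no coding potential as lncRNAs, and estimated the deposited FPKM values of each transcript and library with eXpress. The authors' deposited fold changes are log2 values of P– over P+, and the deposited p-values come from DESeq2 as the authors ran it and are not adjusted. The authors also deposited exon coordinates of the assembled lncRNAs, lists of antisense pairs, P1BS motifs and predicted miR399 targets. Counts of reads are not part of the deposited tables, so all tests were made on the FPKM values.

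A value of 1 was added to each FPKM before log2, and transcripts with a mean of at least 1 FPKM over the 8 libraries of a fraction were kept, 27395 in the poly(A)+ fraction. limma 3.58.1 in R 4.3.3 fitted the 4 groups of a fraction together, with variances moderated along the mean. The contrasts were P– against P+ in roots, the same in shoots, and the difference between the tissues. p-values are two-sided, and adjusted p-values follow Benjamini and Hochberg over all transcripts or genes of a fit. Transcripts were called changed, as in the study, at a fold of 2 and an unadjusted p of 0.05, and named genes and list members at an adjusted p of 0.05. Genes were tested on the sum of FPKM over their transcripts. Motifs, introns and overlaps were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 from a later release of the TAIR10 sequence and annotation. Exon numbers and lengths of coding and TAIR10 transcripts come from that release too. The coordinates of the authors were checked against it, and all 152 genes of their antisense pairs lie at their own locus and strand. P1BS motifs were searched on both strands of the 2 kb upstream of each lncRNA, and shown as read on the strand of the lncRNA. All 106 motifs that the authors list for assembled lncRNAs were found within 2 bases of the listed position, and for TAIR10 lncRNAs 23 of 36.

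A lncRNA was classed as poly(A)+ or poly(A)– when its mean level in that fraction was at least 2 times that in the other, and as bimorphic otherwise, with at least 0.1 FPKM in 1 of the 16 libraries required. Shares have 95% confidence intervals by Wilson's method. Shares between groups of lncRNAs were compared with Fisher's exact test, motif distances and correlations with motif number with 100000 permutations, and list sets with camera, with a preset and with an estimated correlation between genes. The set results printed are mostly those with an estimated correlation, which the Pi starvation markers missed too, so missing it says little. Confidence intervals of the difference between correlations come from 2000 bootstrap draws.

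Genes of 17 lists were tested: Pi starvation markers, Pi starvation regulators, membrane lipid remodelling, light-harvesting complex II, photosystem II, photosystem I with its antenna, electron carriers with the ATP synthase, the Calvin cycle, cell wall, root hair, iron homeostasis, anthocyanin synthesis, sulfate supply, cytokinin response, leaf epidermis and stomata, root endodermis with stele and tip, and reference genes. For naming, the rule was the 8 coding genes with the largest log2 change per tissue and direction with at least 10 FPKM in a group, the 4 such lncRNAs with at least 2 FPKM, up to 4 list members with the smallest adjusted p per tissue, and the genes and lncRNAs named in the paper. In roots, where no label ties the columns to a replicate, every P– library had to lie beyond every P+ library. Further list members named beside a count were chosen after their values were seen.

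The root columns of the expression tables of all transcripts are numbered 2 and 3, and no label ties them to replicates 1 and 2, to a strand setting or to a pairing. The authors' tables of called transcripts name the replicates of their root columns, and were used for the strand settings of antisense pairs, the libraries of AtFer1 and AT5G01595.1, and the correlations with motif number. The calls were tested on simulated data with 200 changed features and, for each feature, 1 spread from the joint fit for both tissues. The real replicates differed more in roots (standard deviation 0.86 under P+) than in shoots (0.45), so the simulated rates need not hold in roots. Changes were placed only in features above a lower limit of expression, so recovery at low levels was not measured. At a log2 change of 2, an adjusted p of 0.05 recovered 86.6% of changed coding genes in roots and 89.6% in shoots, with 0.06 and 0.05% of 19543 unchanged genes called. For single transcripts of the poly(A)+ fraction the thresholds of the study recovered 91.0 and 98.5% at that size, with 3.64 and 3.25% of the unchanged transcripts called, and an adjusted p of 0.05 recovered 35.8 and 31.3%. In the poly(A)– fraction an adjusted p of 0.05 recovered 25.4 and 29.9% at a log2 change of 3. The alternatives were other values added before log2 (0.1 and 5), no filter on low values and a filter at 5 FPKM, libraries rescaled by their median ratio, separate fits per tissue, a term for the replicate number in shoots, the most abundant transcript of each gene, other limits for the poly(A) classes, other promoter lengths, and each library left out in turn. qRT-PCR, alternative splicing, conservation, chromatin data and small RNA data are not analysed here.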

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

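The tests of shoot tissue in roots and the settings that take a root share off the P– shoot values were chosen after the results had been seen. Responses that differed between roots and shoots are listed because the limma interaction passed: 48 coding transcripts, 702 coding genes, and among the lists 8 Pi starvation markers, 1 Pi starvation regulator (PHO1, which loads Pi into the xylem; interaction -1.78), 2 genes of membrane lipid remodelling, 6 of the light reactions (2 of photosystem II, 2 of photosystem I and 2 of the electron carriers and ATP synthase), 2 of the cell wall, 5 of iron homeostasis, 4 of sulfate supply and 5 of root endodermis, stele and tip. Signals outside what the paper reports on are the coding transcripts called in the poly(A)– libraries, 1762 in roots and 3146 in shoots by limma at the thresholds of the study (8 and 71 adjusted; in simulated data 4.7 and 4.52% of unchanged transcripts are called there), and genes of lists for which it gives no counts: 6 of iron homeostasis lower and 6 of sulfate supply higher in P– roots, 2 of cytokinin response lower in roots and 3 in shoots, 7 of root hairs and 5 of root endodermis, stele and tip higher in P– shoots. With 2 libraries per group neither can be named as the one far off: those of P+ roots differed most in the poly(A)+ fraction (correlation 0.914), and without library 3 coding transcripts called in roots numbered 6828.

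Root genes in P– shoots: XTH14, EXPA7 and CASP1 are examples of genes with high root levels that rose there. Root tissue left in the P– shoot samples might bring this about, and would lift root genes by 1 common share of their root level. The median share gained by the root cell markers (6.595%) was 2.36 times the 10th percentile of the share reached by 52 abundant root genes in P– shoots (2.792%). This lies between the bounds of 2 and 4 set for and against root tissue, so the test leaves both open. The same holds with the 10th percentile of the share gained by these genes (2.733%). Both P– shoot libraries show the share (medians 6.74 and 5.93%). After a share of 6.03% is taken off, 0 of the root hair genes and 0 of the root cell markers remain higher by limma, while 18 Pi starvation markers do. That share is the median of 46 genes picked for high root and low P+ shoot levels, CASP1 among them. The loss of root genes thus follows largely from the pick and weighs neither way. Induction of root genes in shoots at low Pi stays possible and was not tested.

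Antisense pairs: the joint changes of lncRNAs and the genes opposite to them might come from reads of the gene counted for the lncRNA in the libraries with an unstranded setting. That would raise the correlation in those libraries, but in shoots rho was lower there by 0.103 (difference -0.103, bootstrap interval over pairs -0.18 to -0.025, which leaves out the spread between libraries, as each setting has 1 P+ and 1 P– library), and it was 0.487 over 629 pairs in the strand-specific libraries alone. The levels of antisense lncRNAs were not raised in the unstranded library (antisense minus intergenic, log2 -0.36), and without the lncRNAs that have a mirrored intron rho over 570 pairs was 0.559, as with them. If the strand labels hold, these sources are excluded as the whole reason in shoots. For roots no label ties the columns of the full tables to a setting, and the check was not run there. Joint regulation of both strands remains possible, as does stray synthesis of the second strand in library preparation, which was not tested.

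Photosynthesis genes in P– roots: less green tissue in the P– than in the P+ root samples could lower them. The fall took a median of 1.55% of the shoot level from 50 abundant light reaction genes (quartiles 0.772 and 3.03%), which is 3.16 times the 10th percentile (0.49%) of the share that 200 other abundant shoot genes reach in P+ roots, and of these CA1 at 0.021% and RBCS2B at 0.042% of the shoot level stood higher in P– roots (0.571 to 1.69 and 0.889 to 3.34 FPKM). Among the light reaction genes the share in P+ roots had a median of 2.36%, and the smallest, 0.061% for LHB1B1, was 0.03 times that, but it lies under 1 FPKM and its reads may be divided unevenly with close relatives. A common share of shoot tissue is thus excluded as the whole source of the fall, by the other shoot genes. Repression in the root itself stays possible.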

How the results depend on the processing

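Of 321 alternatives for 22 results, 211 gave the same direction and side of the threshold or a similar count, 9 were weaker, 97 moved and 4 turned in sign. The Pi starvation markers in shoots and the calls of coding transcripts in poly(A)– libraries apart from adjustment of p kept their result under every alternative run. AT5G01595.1 in roots had log2 1.12 to 1.90 (limma adjusted p = 0.227 to 0.609, unadjusted p = 0.0186 to 0.246), where an adjusted p of 0.05 recovers 9.1% of simulated changes of log2 1.5, so missing it says little. The causes of the moves below were mostly not tested. A left-out library or a separate fit leaves fewer samples to estimate the spread, and a lone library is then assumed to vary like the other groups. For the larger shoot count, a wider spread in roots was predicted beforehand to bring the counts close together in the joint fit. Shoots over roots was 1.09 there and 2.02 in separate fits, as that prediction had it. With unequal spreads, a common spread is too small for roots and too large for shoots. It thus draws the counts together in any case. The ratio cannot tell whether the spread or a larger response lies behind the larger shoot count. The settings that take a root share off the P– shoots and the shares of lncRNAs above 0 in a fraction were chosen after seeing the data. The shoot poly(A)– libraries have the fewest nuclear reads, 5.0 to 7.3 M.

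With p adjusted by limma, coding transcripts called were 307 in roots and 506 in shoots with 58.5% in shoots alone, 8 and 71 in the poly(A)– libraries, and 10 TAIR10 and 22 assembled lncRNAs. With 0.1 FPKM added the share in shoots alone was 50.9% and 0 light reaction genes were lower in shoots. With 5 FPKM added 1795 coding transcripts were called in roots and 1839 in shoots, 57 TAIR10 and 145 assembled lncRNAs, the interaction passed for 113 transcripts, and for 1 photosystem I gene. Without a filter light reaction genes lower numbered 11 in roots and 1 in shoots, photosystem I interactions 0, cell wall genes higher in shoots 0, and the ratio of coding to lncRNA levels was 1.66. At 5 FPKM the share was 48.7%, the interaction 88, and assembled lncRNAs 144. With rescaled libraries the share was 48.3%, 1 cell wall gene was higher, and AtFer1 had log2 1.14 (limma adjusted p = 0.05; range over its alternatives 0.0223 to 0.273). In separate fits per tissue 1903 coding transcripts were called in roots, the share was 63.7%, shoots over roots was 2.02 (1.09 in the joint fit, 1.80 in the authors' calls), light reaction genes lower were 0 in roots and 9 in shoots, Pi starvation markers 0 in roots, cell wall genes higher 10, and AtFer1 1.29 (limma adjusted p = 0.273); such fits cannot give the interaction. Summed per gene and fitted together with the lncRNA genes, the share was 48.8% and the interaction 525; with the most abundant transcript 1 photosystem I interaction and 1 cell wall gene passed. Less the 10th percentile or the median root share, 1 and 0 cell wall genes were higher, and less the median 1 light reaction gene was lower in shoots.

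Replicate block in shoots: the share was 48.2%, the interaction 0, photosystem I interactions 0, light reaction genes lower 1 and cell wall genes higher 0. Deviations of same-numbered shoot libraries correlated with 0.225 in the poly(A)+ and 0.032 in the poly(A)– fraction, and they also share the label of a strand setting. In roots: No paired analysis of the full tables was made because no label ties their columns, numbered 2 and 3, to replicates 1 and 2.

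poly(A)+ shares were 35.5% in roots and 44.2% in shoots at a limit of 3, 46.1% in shoots at 1 FPKM, and 53.3% in shoots for lncRNAs above 0 in a fraction. The P1BS odds ratio was 1.35 (exact test, p = 0.289) with groups from the limma fits, 4.33 within 1 kb and 3.93 with 1 transcript per gene. Motif number and induction had rho 0.05 within 1 kb, 0.20 with 0.1 FPKM added and 0.25 with the authors' fold changes.

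With each library left out in turn, lowest to highest: coding transcripts in roots 2387 (without root P– 2) to 6828 (without root P+ 3), in shoots 2326 to 3880, share 27.9 (without root P+ 3) to 53.6% (without root P– 2), interaction 0 (without root P– 2) to 1963 (without root P+ 3), poly(A)– roots 1488 to 1921 and shoots 2813 to 3666, TAIR10 lncRNAs 71 to 139, assembled lncRNAs 196 to 358, light reactions in roots 7 (without root P– 2) to 35 (without root P+ 3) and in shoots 0 to 4, photosystem I interactions 0 to 6, Pi starvation markers 22 to 28 in roots and 17 to 26 in shoots, cell wall genes 0 (without shoot P+ 1) to 8 (without root P+ 2), AtFer1 1.04 to 1.54, poly(A)+ shares 41.2 to 48.4% in roots and 52.5 to 52.8% in shoots, level ratio 2.18 to 2.34, antisense pairs 86.6 to 95.1%, and motif number -0.13 to 0.18.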

Differences from the paper's values

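The paper gives 74% of lncRNAs as poly(A)+ in P+ roots, where 44.4% were found here, and of the alternatives set before the data were examined none comes within the paper's value: 43.2% at 1 FPKM, 35.5% at a limit of 3, 46.2% rescaled, and 41.2 and 48.4% with each replicate left out. For P+ shoots the paper gives 75% and 49.6% were found. The alternatives lie far below the paper's value as well: 46.1% at 1 FPKM, 44.2% at a limit of 3, 50.0% rescaled, and 52.8 and 52.5% with each replicate left out. So does 53.3% without the 112 lncRNAs at 0 in both fractions, a setting chosen after the values were seen. The paper does not fully state its filter and its rule for values of 0. The paper also counts 1115 poly(A)+ and 112 poly(A)– lncRNAs without naming the libraries, and over all 16 libraries 640 and 228 were found here. Its median length of coding transcripts is 1374 bases, where 1521 bases were found in a later annotation release.

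The paper places most changed transcripts in shoots only. At its thresholds limma placed 46.7% of coding transcripts, 46.4% of TAIR10 and 42.0% of assembled lncRNAs there, while fits per tissue (63.7%), an adjusted p (58.5%), 0.1 FPKM added (50.9%) and the fits without root P+ library 2 (53.4%) or root P– library 2 (53.6%) give over 50% for coding transcripts. It proposes that more RNAs responded in shoots than in roots, as the counts for coding transcripts and TAIR10 lncRNAs had it. Their order turns without root P+ library 3, shoot P+ library 1 or 2 or shoot P– library 1. A fit with 1 library in a group can move the counts by itself, so these turns do not weigh on the proposal. Assembled lncRNAs numbered 134 in roots and 121 in shoots, and the order turned with 0.1 FPKM added (102 and 131), at 5 FPKM (76 and 86), in fits per tissue (99 and 114) and without root P+ library 2 (132 and 139) or root P– library 2 (112 and 115). The paper describes photosynthesis genes as strongly repressed in both tissues and photosystem II as falling in general. By limma at an adjusted p, where the paper used an unadjusted one, 18 of 59 light reaction genes were lower in roots and 2 in shoots (9 in the fit per tissue), and for photosystem II 4 of 14 in roots and 0 in shoots (2 at an unadjusted p of 0.05); at the thresholds of the study 41 and 3 of the 59 were lower, and 11 and 1 of the 14. It finds cell wall terms among the genes induced in shoots, and of another list of 35 cell wall genes 3 were higher and 3 lower here at an adjusted p, 6 and 3 at the thresholds of the study, and 10 higher in the fit per tissue. It reports AT5G01595.1 as induced in P– roots, by an unadjusted p, where the estimate of 1.51 here had an unadjusted p of 0.0599 (limma adjusted p = 0.323); it meets the paper's thresholds with the roots fitted alone (0.0186) and without any 1 of the 4 shoot poly(A)+ libraries (0.0358 to 0.0475), and never an adjusted p of 0.05. The paper gives it as antisense to AtFer1, and both transcripts do overlap on opposite strands. In the later annotation release read here their exons share 0 bases. The motif of AT5G01595.1 was found at -1937, while the paper lists it further upstream, so the transcript model behind the paper may differ. The paper reports that induction rises with the number of P1BS motifs. In roots rho was -0.01, and 0.25 with the authors' deposited fold changes. It describes poly(A)+ lncRNAs as more abundant than poly(A)– lncRNAs, where the medians here were 3.06 FPKM in poly(A)+ libraries (1.74 to 7.44 per library) and 4.16 FPKM in poly(A)– libraries (3.12 to 5.24), so that the order depends on the library.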

Other observations

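Some genes of iron homeostasis fell in P– roots. FRO2, the ferric reductase, fell with log2 -3.83 (SE 0.42, limma adjusted p = 0.00241, n = 2; 59.5 to 2.94 FPKM), the bHLH regulators BHLH38 (-4.07), BHLH101 (-2.84) and FIT (-1.75) and the nicotianamine synthase gene NAS1 (-2.09) fell too, and with IRT1 these are 6 lower of 23 genes, with FER1 higher (9 and 2 adjusted over the list alone). In P– shoots BHLH100 (-3.42) and BHLH101 (-1.94) fell, and FRD3 (2.08) and the metal transporter gene YSL1 (2.35) rose. The interaction passed for IRT1, FRO2 (-3.57), FIT (-2.80), NAS1 (-2.94) and YSL1 (-2.27), and the list as a set did not pass in roots (camera, adjusted p = 0.163 with an estimated correlation). Some genes of sulfate supply rose in P– roots although that medium holds more sulfate: the transporter genes SULTR1;3 (4.33, SE 0.31, limma adjusted p = 0.000269) and SULTR2;1 (3.14), the reductase gene APR1 (2.53; 38.3 to 228 FPKM) and the sulfur starvation genes LSU2 (2.57), LSU1 (1.58) and SDI1 (2.05), 6 of 16 (8 over the list alone), or 4 with rescaled libraries, when LSU1 and SDI1 miss the limit. In shoots SULTR1;3 rose (1.62), and the interaction passed for SULTR1;3 (2.71), SULTR2;1 (3.16), APR1 (2.50) and SDI1 (3.41), while the set had an adjusted p of 0.173 with an estimated correlation in roots (camera).

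Some cytokinin response genes were lower: ARR5 (-1.39) and ARR7 (-1.96) in P– roots, 2 of 13 by limma at an adjusted p of 0.05 (8 over the list alone, 5 with rescaled libraries), and ARR5 (-1.16), ARR9 (-1.73) and the cytokinin oxidase gene CKX4 (-1.71) in shoots, 3 of 13. As a set the 13 did not pass, with an adjusted p of 0.159 in roots and 0.466 in shoots with an estimated correlation (camera). Among Pi starvation regulators PHO1 rose in shoots (1.51, limma adjusted p = 0.0092), 1 of 13, and 0 passed in roots by limma (3 at an unadjusted p of 0.05). The chalcone synthase gene CHS rose in shoots (2.46), 1 of 9 genes of anthocyanin synthesis, with 0 in roots by limma (4 unadjusted). The Calvin cycle gene GAPB fell in shoots (-1.26), 1 of 16, with 0 in roots by limma (6 unadjusted, and GAPB with rescaled libraries). The epidermal regulator gene ATML1 rose in roots (1.59), 1 of 11 genes of leaf epidermis and stomata, with 0 in shoots by limma (4 unadjusted). Of 10 reference genes 0 passed in roots (1 unadjusted) and 0 in shoots (3 unadjusted) by limma.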
